# Role of small proliferative adipocytes: possible beige cell progenitors

**DOI:** 10.1530/JOE-19-0503

**Published:** 2020-01-28

**Authors:** Koichiro Taguchi, Kazuo Kajita, Yoshihiko Kitada, Masayuki Fuwa, Motochika Asano, Takahide Ikeda, Toshiko Kajita, Tatsuo Ishizaka, Itaru Kojima, Hiroyuki Morita

**Keywords:** adipocyte differentiation, adipose progenitor cells, proliferin, beige cells

## Abstract

Despite extensive investigation, the mechanisms underlying adipogenesis are not fully understood. We previously identified proliferative cells in adipose tissue expressing adipocyte-specific genes, which were named small proliferative adipocytes (SPA). In this study, we investigated the characteristics and roles of SPA in adipose tissue. Epididymal and inguinal fat was digested by collagenase, and then SPA were separated by centrifugation from stromal vascular cells (SVC) and mature white adipocytes. To clarify the feature of gene expression in SPA, microarray and real-time PCR were performed. The expression of adipocyte-specific genes and several neuronal genes was increased in the order of SVC < SPA < mature white adipocytes. In addition, proliferin was detected only in SPA. SPA differentiated more effectively into lipid-laden cells than SVC. Moreover, differentiated SPA expressed uncoupling protein 1 and mitochondria-related genes more than differentiated SVC. Treatment of SPA with pioglitazone and CL316243, a specific β3-adrenergic receptor agonist, differentiated SPA into beige-like cells. Therefore, SPA are able to differentiate into beige cells. SPA isolated from epididymal fat (epididymal SPA), but not SPA from inguinal fat (inguinal SPA), expressed a marker of visceral adipocyte precursor, WT1. However, no significant differences were detected in the expression levels of adipocyte-specific genes or neuronal genes between epididymal and inguinal SPA. The ability to differentiate into lipid-laden cells in epididymal SPA was a little superior to that in inguinal SPA, whereas the ability to differentiate into beige-like cells was greater in inguinal SPA than epididymal SPA. In conclusion, SPA may be progenitors of beige cells.

## Introduction

Numerous investigations have contributed to the elucidation of adipocyte differentiation. It has been proposed that adipogenesis, which comprises the whole process of adipocyte formation, consists of at least two steps, determination of adipose progenitor cells (APC) as the initiation of differentiation and emergence of adipose-specific genes as the terminal differentiation.

Studies using fluorescence-activated cell sorting and lineage tracing have characterized APC in white adipose tissue. A recent study revealed functional heterogeneity of stromal vascular cells (SVC). Hepler *et al.* demonstrated that LY6C^-^, CD9^-^, and PDGFRβ^+^ cells represented a highly adipogenic adipocyte precursor, whereas LY6C^+^ and PDGFRβ^+^ cells represented fibro-inflammatory phenotypes (Hepler *et al.* 2018). On the other hand, Wilms tumor gene, *Wt1*, was expressed specifically in visceral adipocyte progenitors (Chau *et al.* 2014). These results indicate that the progenitors of visceral adipocytes differ from those of s.c. adipocytes.

Recent studies have demonstrated that cold exposure or chronic stimulation with β-adrenergic agonist leads to the appearance of morphologically and functionally brown adipocyte-like cells, namely beige cells, in white adipose tissue (Vitali *et al*. 2012, Chen *et al.* 2013). Uncoupling protein 1 (UCP1) is a major marker of beige cells, as well as brown adipose tissue (BAT). Despite numerous similarities, however, BAT and beige cells differ in several aspects (Harms & Seale 2013). A lineage tracing study revealed that *Myf5*, previously thought to be expressed in myocyte precursor, was also expressed in BAT precursor. On the other hand, the origin and development of beige cells are more complicated. A study using AdipoChaser mice demonstrated that cold exposure-induced beige cells were derived from progenitor cells in s.c. fat (Wang *et al*. 2013). In addition, research to explore the progenitor of beige cells has demonstrated that precursors of beige cells express *Cd137* and *Tbx1*, but not *Myf5* and* Zic1*, markers of classical BAT (Seal *et al.* 2008, de Jong *et al.* 2015), documenting that they are distinct from BAT. A lineage tracing study revealed that PDGFRα^+^ cells differentiate into both white adipocytes and beige cells in abdominal fat (Lee *et al*. 2012). Numerous investigations have shown that the activity of BAT and beige cells is inversely correlated with obesity in mice (Vargas-Castillo *et al*. 2017), and so the applicability of this fact to humans as well has been expected (Cypess *et al*. 2015). Understanding these thermogenic adipocytes is a key to developing novel treatments for obesity.

On the other hand, while studying cell proliferation of adipose tissue, we found small round cells displaying proliferative activity and expressing adipocyte-specific genes such as adiponectin and leptin in dispersed adipose tissue (Hanamoto *et al.* 2013, Kajita *et al*. 2013). These cells do not fit into the conventional schema of adipocyte differentiation, which prompted us to name such cells expressing adipocyte-specific genes and proliferative capacity as ‘small proliferative adipocytes’ (SPA). We previously found several pieces of evidence confirming that these cells do exist, and we speculated that SPA are intermediate cells in the process of differentiation to adipocytes from stem cells. However, the characteristics and functions of these cells were not clarified, since we were unable to isolate SPA. Subsequently, we developed a new method to isolate SPA and in this way the existence of SPA became more certain. In this study, we investigated for the first time the characteristics of SPA in terms of their gene expression and ability to differentiate into adipocytes to establish their roles in adipogenesis.

## Materials and methods

### Preparation of SPA

Full details of the preparation of SPA are given in the Supplementary Materials and methods (see section on supplementary materials given at the end of this article). In brief, dispersed adipose tissue obtained by collagenase digestion was centrifuged at 8 ***g*** for 1 sec. The floating cell fraction was further centrifuged at 226 ***g*** for 3 min. The resulting floating cells and sedimentary cells were regarded as fraction A and fraction B, respectively. Cells in the lower phase of the 8 ***g*** centrifugation were regarded as fraction C.

Animal care and experimental procedures were performed with the approval of the Animal Care Committee of Gifu University Graduate School of Medicine.

### Immuno-histochemical and immuno-cytochemical study

Full details of the immuno-histochemical and immuno-cytochemical studies are given in the Supplementary Materials and methods. In brief, for immuno-histochemical studies paraffin-embedded sections were deparaffinized and antigen retrieval was performed. For immuno-cytochemical studies, 5000 cells/cm^2^ were plated on gelatin-coated glass bottom plates, and cultured. The cells were fixed and permeabilized. The samples were sequentially incubated with primary antibody, secondary antibody and DAPI. They were observed with a confocal laser scanning microscope (LSM710; Carl Zeiss).

### Quantitative PCR

Samples for Quantitative PCR were obtained from adipose tissue and cultured cells. Cells in fraction B and C obtained from 20 mice were plated in 6-well plates and cultured with DMEM until they reached 90% of confluence. Quantitative PCR was performed as described in the Supplementary material. Oligonucleotide primers are shown in Supplementary Table 1.

### Immunoblot analysis

Samples for immunoblot were obtained from adipose tissue and cultured cells. Cells in fraction B and C obtained from 10 mice were plated in flask (25 cm^2^) and cultured with DMEM until they reached 90% confluence. Cell lysate in one flask was referred to one sample for immunoblot analysis. Three samples were obtained from independent cell cultures. Immunoblot analysis was performed as described in the Supplementary material.

### Microarrays

Total RNA was purified as described. Microarrays were performed with a Low Input Quick Amp Labeling kit (Agilent Technologies, SurePrint G3 Mouse 8 × 60K ver. 2.0 (Agilent Technologies), and scanned with an Agilent DNA Microarray Scanner (G2505C). Resultant data were analyzed with GeneSpring GX (Ver.12.6).

### Flow cytometry

For flow cytometry (FCM) analysis, cells in fraction D (SVC + SPA consisting of SVC and SPA) were suspended in PBS containing 1% FBS. Cells were incubated with or without (negative control) mouse anti-AQP7 antibody (Santa Cruz) and rabbit anti-ADRB3 antibody (Abcam) antibodies listed in Supplementary Table 2 for 30 min. They were washed twice with PBS, followed by incubation with secondary antibody for 30 min at room temperature. FCM was performed with EC800 Cell analyzer (SONY, Tokyo, Japan).

### Statistics

All experimental data were shown as means ± s.e.m. (*n*, sample numbers). Statistical comparisons were performed using Excel Statistics with an unpaired two-tailed Student’s *t*-test (Figs 1, 2 and 3) and Kruskal-Wallis one way ANOVA (Figs 4, 5 and 6). Significance was defined as *P* < 0.05.

**Figure 1:**
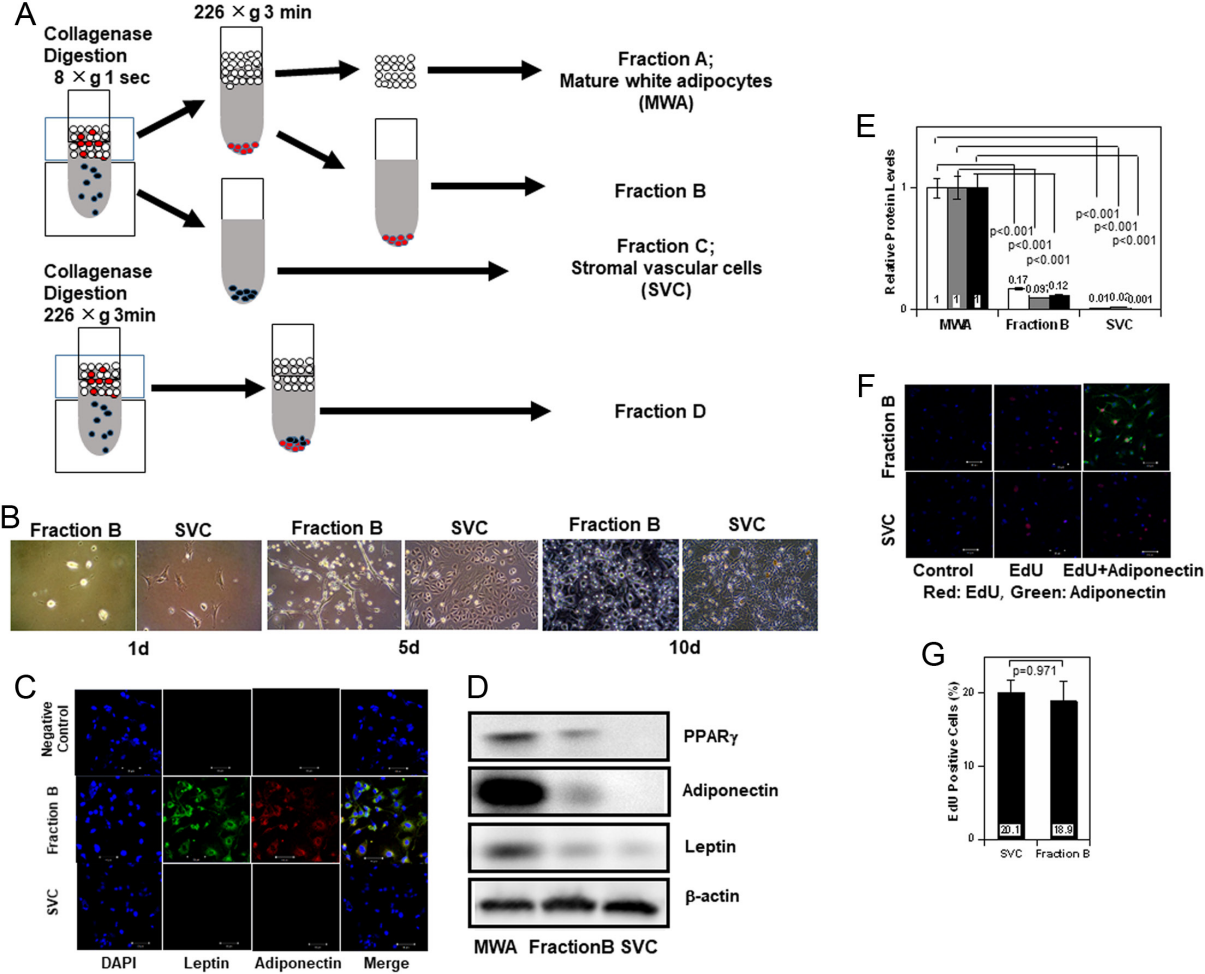
Preparation of SPA. (A) Method for preparation of SPA rich fraction (fraction B), stromal vascular cells (SVC), and mature white adipocytes (MWA). The fraction combined fraction B and C was regarded as fraction D. (B) Morphology of fraction B and SVC cultured for 1 day (left), 5 days (middle), and 10 days (right). (C) Expression of leptin and adiponectin in cultured fraction B and SVC. (D and E) Protein levels of PPARγ, adiponectin, and leptin in SVC, fraction B, and MWA were evaluated by immunoblot analysis. Typical immunoblots (D) and quantified results (E) are shown. Each value shows the average of the relative protein levels (PPARγ white, adiponectin: gray, leptin: black) (*n* = 3) (MWA as 1). (F) Incorporation of EdU into cells in fraction B and SVC. Control: EdU was not added to the medium before visualization. EdU: EdU was added to the medium before visualization. EdU + Adiponectin: EdU was added to the medium before visualization and subsequent immunostaining was performed with anti-adiponectin antibody. Red: EdU, Green: adiponectin. Scale: 50 µm (G) Percentage of EdU-positive cells/total cells in SVC and fraction B (*n* = 3).

**Figure 2:**
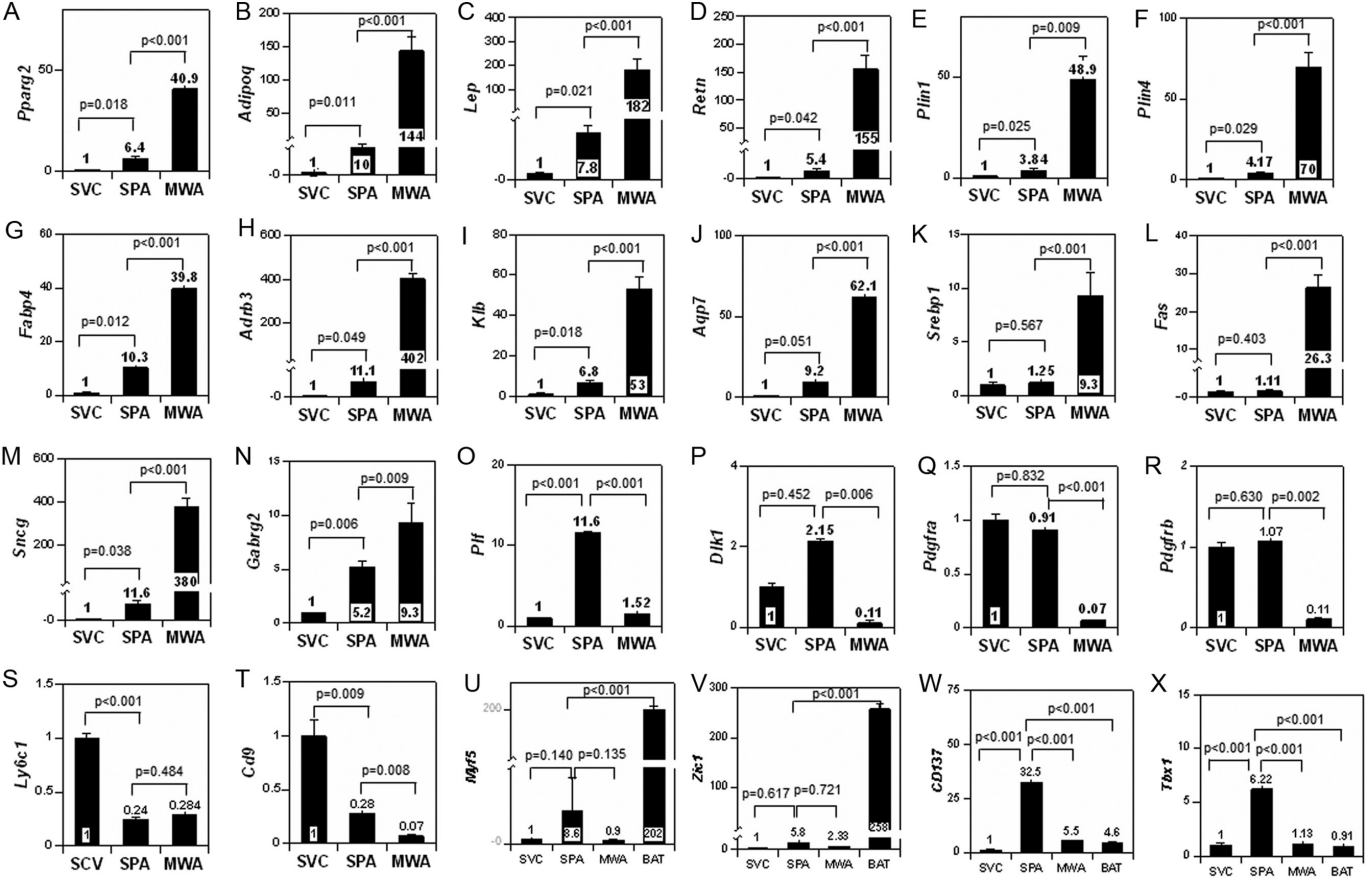
Gene expression of SVC, SPA, and MWA. Results of real-time PCR are demonstrated. (A)* Pparg2*, (B)* Adipoq*, (C) *Lep*, (D) *Retn*, (E) *Plin1*, (F) *Plin4*, (G) *Fabp4*, (H) *Adrb3*, (I) *Klb*, (J) *Aqp7*, (K)* Srebp1*, (L) *Fas*, (M) *Sncg*, (N)* Gabrg2*, (O) *Plf*, (P)* Dlk1*, (Q)* Pdgfra*, (R) *Pdgfrb*, (S) *Ly6c1*, (T) *Cd9*, (U) *Myf5*, (V) *Zic1*, (W), *Cd137*, and (X) *Tbx1*. All values represent mean ± s.e. (*n* = 5) of relative expression levels of mRNA (SVC as 1). Relative mRNA levels in brown adipose tissue (BAT) were added in U–X.

**Figure 3:**
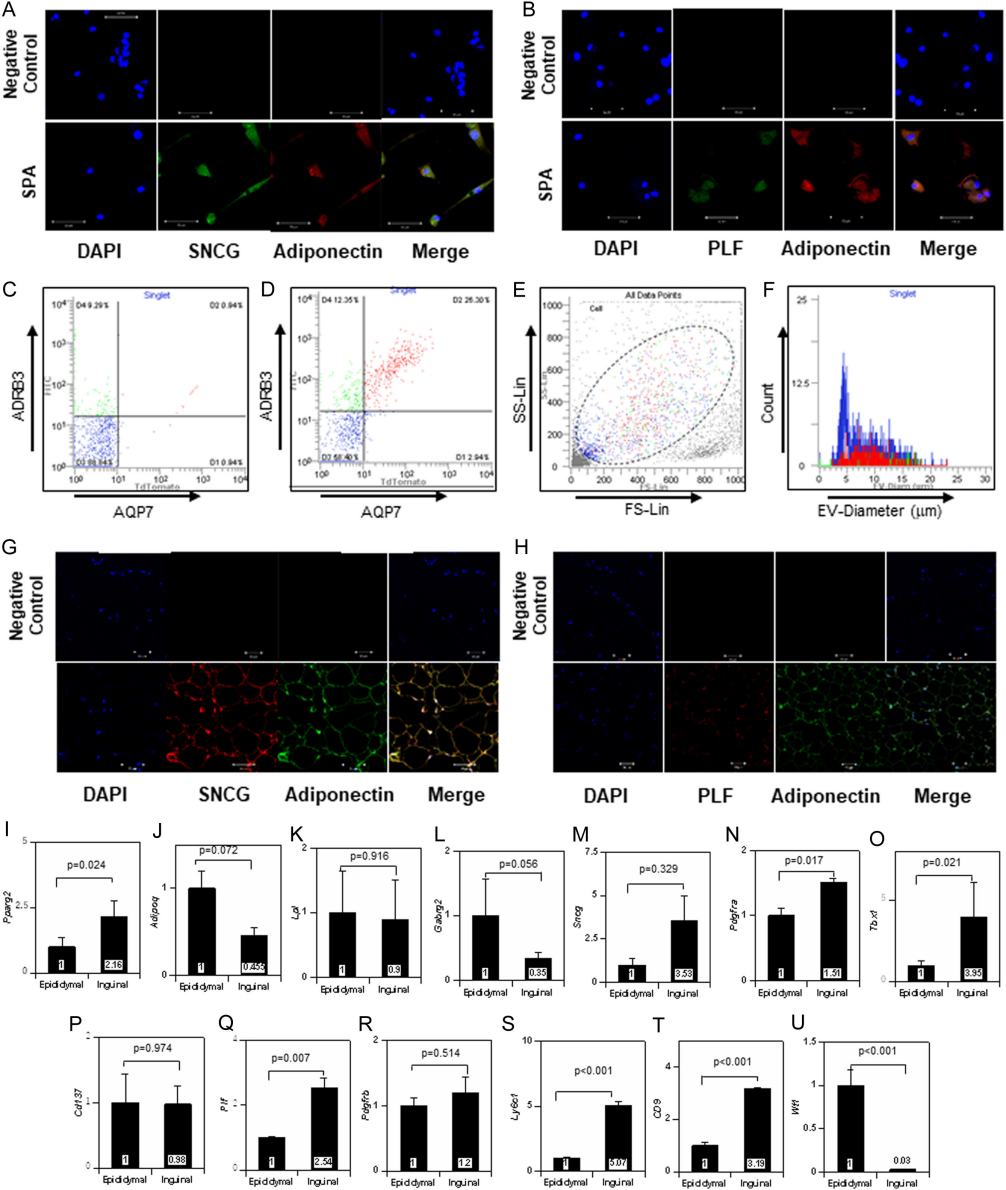
Expression of neuronal proteins and proliferin in SPA and adipose tissue. (A) Expression of SNCG and adiponectin in SPA. (B) Expression of PLF and adiponectin in SPA. (C, D, E, and F) Flow cytogram of AQP7^+^, ADRB3^+^ cells in fraction D isolated from epididymal adipose tissue. (C) Negative control, cells were incubated with the secondary antibodies. (D) Representative result cells were incubated with anti-AQP7 antibody and anti-ADRB3 antibody followed by incubated with secondary antibody. AQP7^+^, ADRB3^+^: red spots, AQP7^+^, ADRB3^+^: green spots (E) Distribution of AQP7^+^, ADRB3^+^ cells, and AQP^-^, ADRB3^+^ cells in SS/LS plot (F) Distribution of AQP7^+^, ADRB3^+^ cells and AQP^-^, ADRB3^+^ cells in cell diameter (G) Expression of SNCG and adiponectin in epididymal fat. (H) Expression of PLF and adiponectin in epididymal fat. Scale: 50 µm. (I, J, K, L, M, N, O, P, Q, R, S, T, and U) Comparison of gene expression levels of *Pparg2* (I), *Adipoq* (J), *Lpl* (K), *Gabrg2* (L), *Sncg* (M), *Pdgfra* (N), *Tbx1* (O), *Cd137* (P), *Plf* (Q), *Pdgfrb* (R), *Ly6c*1 (S), *Cd9* (T), and *Wt1* (U) mRNA between epididymal SPA and inguinal SPA. All values represent mean ± s.e. (*n* = 4) of relative expression levels of mRNA (Epididymal as 1).

**Figure 4:**
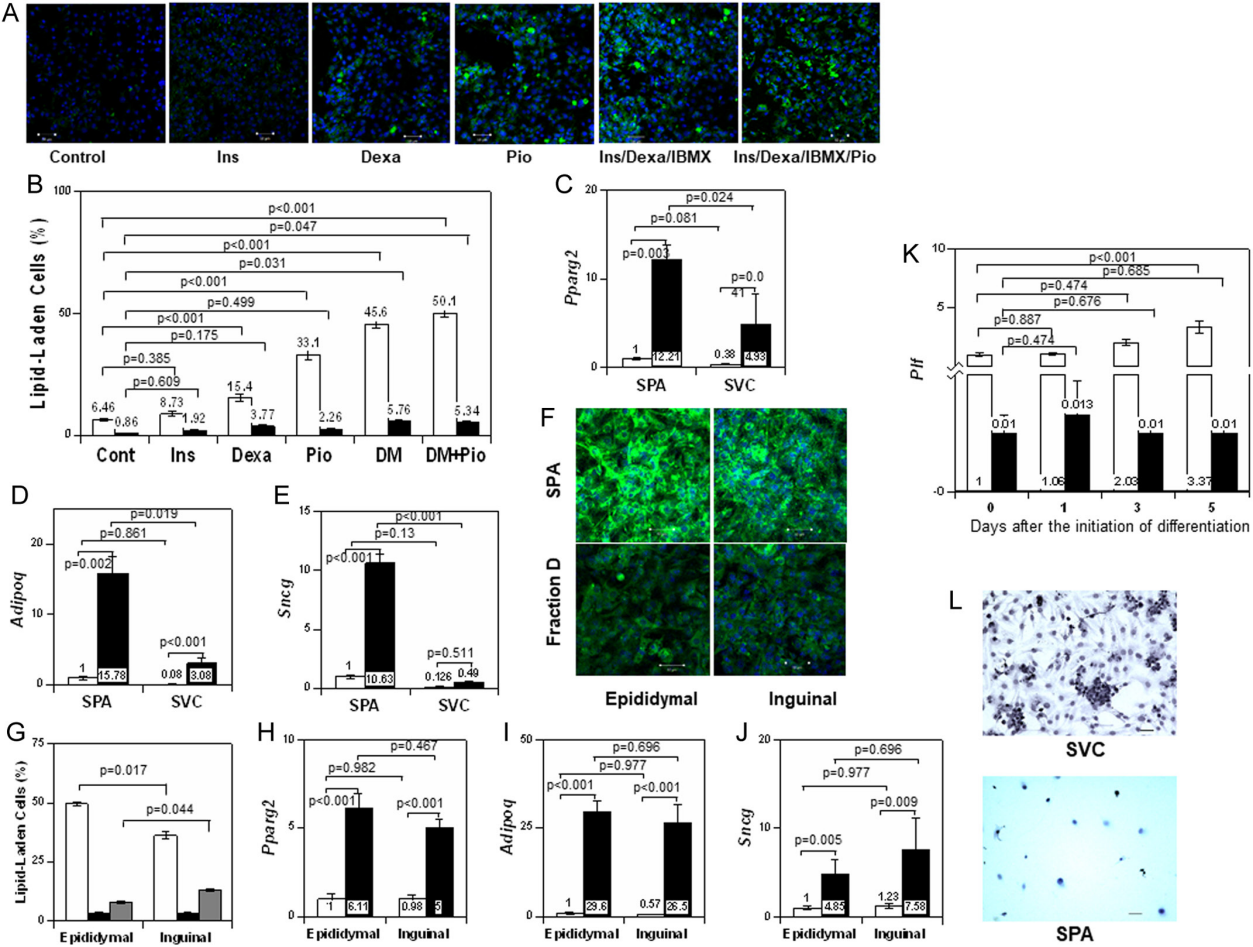
Differentiation of SPA into mature adipocytes. (A) SPA were treated without (control) or with 100 nM insulin (Ins), 1 µM dexamethasone (Dexa), 10 µM pioglitazone (Pio), differentiation medium (Ins/Dexa/IBMX) containing 200 nM insulin/1 µM dexamethasone/0.5 mM IBMX or 10 µM pioglitazone and differentiation medium (Ins/Dexa/IBMX/Pio) for 5 days. Differentiation was evaluated by accumulation of lipid stained with LipiDye (green). (B) Quantification of the results shown in (A). Percentages of lipid-laden cells in SPA (open column) and SVC (closed column). The *P* values are for each control value (*n* = 4). (C, D, and E) Effects of treatment with differentiation medium for 5 days in SVC and SPA on the expression of *Pparg2* (C), *Adipoq* (D), and *Sncg* (E). Open column: control cells, Solid column: treated cells, (*n* = 4). (F and G) Comparison of ability to differentiate into lipid-laden cells between epididymal and inguinal SPA/fraction D. Epididymal and inguinal SPA/fraction D were incubated with the differentiation medium for 5 days. Image of typical lipid-laden cells in differentiated SPA (F) and quantified results (G) were shown. Open column: SPA, Solid column: SVC, Gray column: fraction D (*n* = 3). (H, I, and J) Differentiation was evaluated with expression levels of *Pparg2* (H), *Adipoq* (I), and *Sncg* (J). Open column: control cells, Solid column: differentiated cells, (*n* = 3). (K) Time course of *Plf* expression levels in SPA (open column) and SVC (solid column) during adipogenic differentiation (*n* = 3). (L) Ability of SPA and SVC to differentiate into osteoblasts. SPA and SVC were induced to differentiate into osteoblasts. Differentiation was evaluated by alkaline phosphatase staining (black).

**Figure 5:**
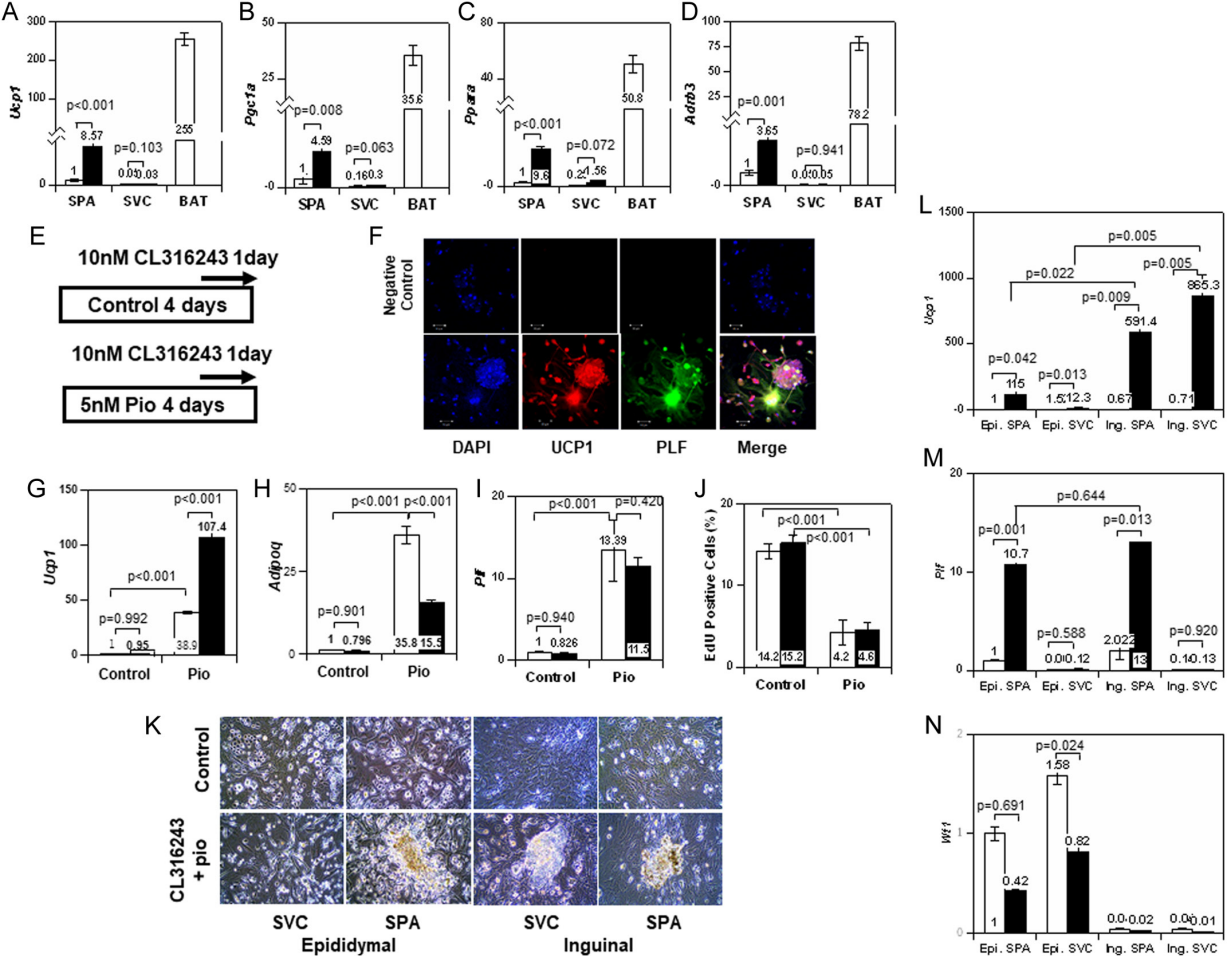
Expression of PLF, UCP1, and mitochondria-related genes in differentiated SPA and differentiated SVC. (A, B, C, and D) Results of real-time PCR were demonstrated. (A)* Ucp1*, (B) *Pgc1a*, (C) *Ppara*, and (D) *Adrb3*. All values represent the mean ± s.e. (*n* = 8) of relative expression levels of mRNA (SPA, control as 1). To compare the expression levels of these genes, the relative expression levels in BAT were added. Open column represents control cells and solid column represents differentiated cells with the differentiation medium and 10 µM pioglitazone for 5 days (*n* = 4). (E) Protocol for treatment with pioglitazone (Pio) and CL316243. (F) Expression of PLF and UCP1 in SPA treated with Pio and CL316243. Scale: 50 µm. (G-I) Relative expression levels of *Ucp1* (G), *Adipoq* (H), and* Plf* (I) in SPA treated with or without Pio and CL316243 are shown. Open column represents results in the absence of CL316243 and solid column represents those in the presence of CL316243. All values represent the mean ± s.e. (*n* = 4) of relative expression levels of mRNA (control without CL316423 as 1). (J) Effect of treatment with CL316243 and Pio on cell growth in SPA. Percent of EdU-positive cells was shown. Open column: Control, Solid column: CL316243 (*n* = 3). (K) Images of cultured epididymal SPA, epididymal SVC, inguinal SPA, and inguinal SVC treated with or without Pio and CL316243. (L–M) Expression levels of *Ucp1* (L), *Plf* (M), and *Wt1* (N) mRNA in with (treated: solid) or without (control: open) CL316243 and Pio in epididymal and inguinal SPA and SVC (*n* = 3).

**Figure 6:**
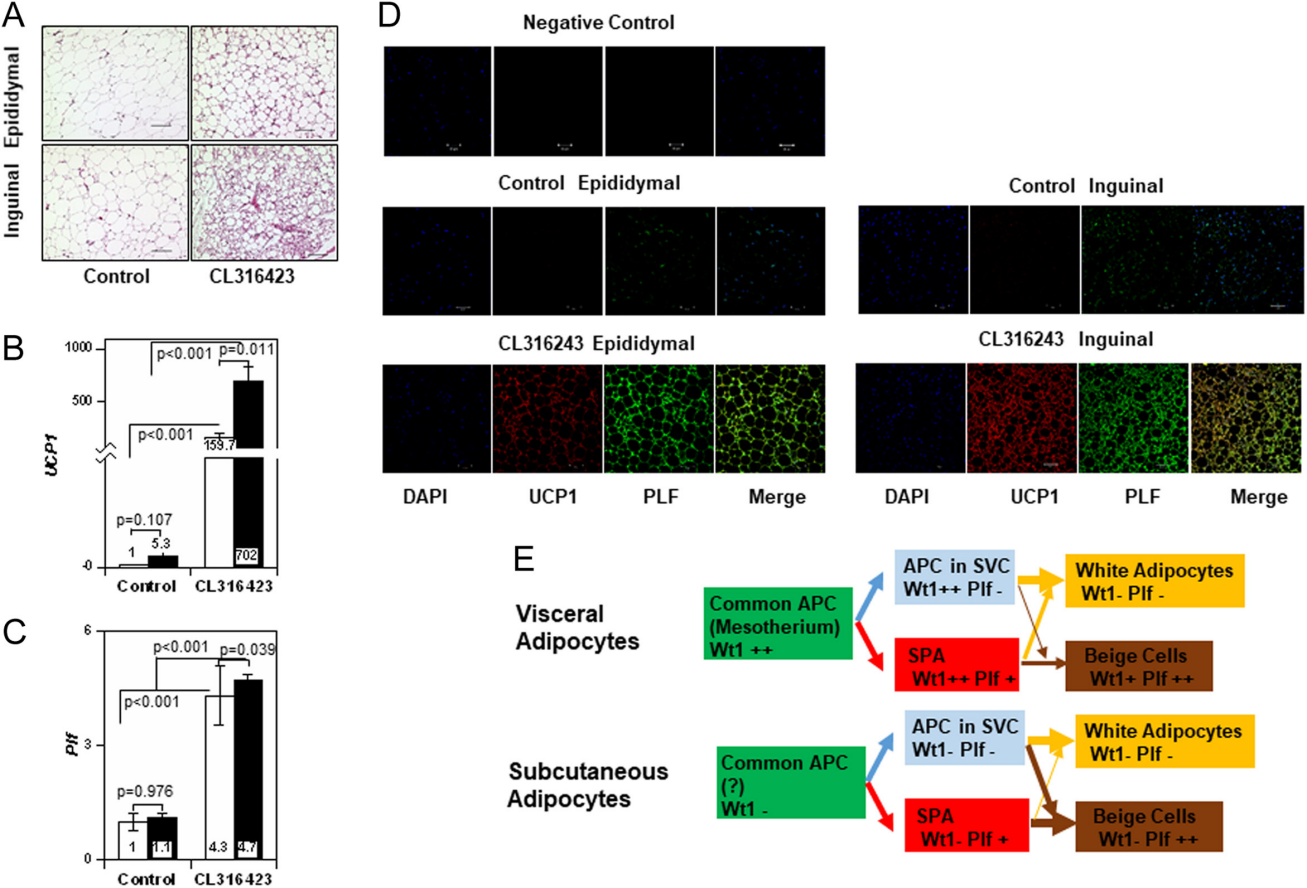
Expression of UCP1 and PLF in beige cells. (A) Beige cells were generated by the daily peritoneal injection of CL316243 to C57/BL mice for 7 days of a total 21 days. HE staining of specimens obtained from epididymal and inguinal fat isolated from control or treated mice (*n* = 4) is shown. (B and C) Expression of* Ucp1*(B) and *Plf* (C) mRNA in epididymal (open) and inguinal (solid) fat is shown (control in epididymal adipose tissue as 1, *n* = 4). (D) Expression of UCP1 and PLF in epididymal and inguinal fat isolated from control or treated mice with CL316243. Scale: 50 µm. (E) A model for differentiation of SPA and adipose progenitor cells (APC) in visceral and subcutaneous adipose tissues.

## Results

### Isolation of SPA

Sugihara *et al*. found that ceiling culture, the method to adhere floating mature adipocytes on the bottom upside down, provides a clear image of mature white adipocytes (Sugihara *et al.* 1987) (Supplementary Fig. 1A). We noted that round or spindle shaped cells sank to the bottom of the flask when ceiling culture was performed at the first step (Supplementary Fig. 1B). Furthermore, these cells were able to incorporate BrdU, indicating that many non-unilocular cells are present in the floating cell fraction of adipose tissue. Based on these observations, we aimed to obtain an SPA-rich fraction with centrifugation. As shown in Fig. 1A, dispersed cells obtained by collagenase digestion of the adipose tissue were separated into fraction A, fraction B, and fraction C by centrifugation. Obviously, fraction A and C correspond to mature white adipocytes and SVC, respectively. In addition, fraction D was obtained by centrifugation of dispersed cells at 226 ***g*** for 3 min, which was regarded as a total non-adipocyte cell fraction for flow cytometry.

The shape of cultured cells in fraction B was small, round, spindle-like or linear, while cells in SVC had a broad, spindle or polygonal shape (Fig. 1B). As the cell numbers increased, linear cells in fraction B become wider. When cultured for about 10 days, the morphological difference between fraction B and SVC decreased; however, small round cells remained in fraction B. As shown in Supplementary Fig. 1C, often small round cells were observed to form clusters around the linear cells. Of the cultured cells, 85 to 95% in fraction B were positive for adiponectin and leptin, in contrast to fewer than 10% of cells in SVC (Fig. 1C). These cells expressed adiponectin and leptin regardless of their morphology (Supplementary Fig. D). Time-lapse image of cells in fraction B displayed cell division with the form of some cells changing (Supplementary Fig. 1E). Cell numbers of fraction B and SVC increased similarly (Supplementary Fig. 1F). Calculated doubling time of cells in fraction B and SVC was 38.5 ± 7.7 h and 29.8 ± 2.3 h (*P* = 0.479), respectively. Immunoblot analysis detected adiponectin, leptin, and PPARγ cells in fraction B (Fig. 1D and E). Incorporation of EdU, an analog of thymidine, was detected in adiponectin-labeled cells (Fig. 1F). The percentage of EdU-positive cells was not different between SVC and cells in fraction B (Fig. 1G). These results indicate that many cells in fraction B exhibited adipocyte-specific proteins and the ability to proliferate, which are hallmarks of SPA. Therefore, fraction B was regarded as an SPA-rich fraction.

### Characterization of SPA

Next, we explored the characteristics of SPA. Gene expression of SPA and SVC was examined comprehensively by microarray (GEO accession number: GSE110886). 

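The microarray data are 1 array each of SVC, SPA and MWA, so no difference between these groups has a replicate check, and the number of arrays limits the precision of every value. The cells came from collagenase-digested epididymal fat of male mice. The records of the samples give an age of 20 weeks, while the paper used mice of 10 weeks in most experiments. The first spin lasted 1 s, at 8 g in the paper and at 9 g in the records, and its lower phase was SVC. Of the floating cells, a spin at 226 g for 3 min left MWA on top and SPA as sediment. SVC and SPA were cultured to 90% confluence, whereas no culture is described for MWA, so cell type and culture cannot be told apart between SPA and MWA. The sample titles carry the same date and number for SVC and SPA, and another date and no number for MWA, so date and group cannot be told apart there either. Cy3-labeled cRNA made from 50 ng of total RNA was hybridized to Agilent SurePrint G3 mouse arrays, which carry 60-base probes. The 3 arrays lie on 1 slide and were scanned in 1 run, so neither slide nor scan differs between the groups. Each array holds 62976 spots, of which 59305 are not controls. Agilent Feature Extraction marked 34732 of them (58.6%) as well above background in SVC, 36391 (61.4%) in SPA and 36365 (61.3%) in MWA, and 0 as saturated. Over the spots well above background, the median raw signal was 9.86 times its local background in SVC, 8.79 times in SPA and 7.89 times in MWA. Of 300 probes spotted 10 times on each array, 239 in SVC, 223 in SPA and 198 in MWA were well above background, and their median SD of the log2 signal was 0.04, 0.04 and 0.05. This leaves out the dim probes and covers the error within an array and not that between animals or cultures. The authors deposited the signal of each spot after background subtraction and detrending within the array. From there, the log2 of this signal minus the log2 of the array's 75th percentile over the spots that are not controls was taken as the expression level. A probe that was not well above background on an array has only a bound there, which is the higher of its own signal and the lowest signal of any probe well above background on that array. A ratio to such a bound is written as at least N-fold. No fold is given where neither array measured the probe well above background or where the bound exceeds the brighter signal. Genes with several probes were read at the probe with the highest mean level over the 3 arrays. Probe positions are those of the mm9 genome build, as in the array annotation.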

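Of 37324 genes read on the arrays, 22808 were well above background in SPA or SVC. Of these, 73 genes were at least 5-fold higher in SPA than in SVC, and 80 genes were at least 5-fold lower. Both arrays measured 51 of the 73 and 66 of the 80 genes well above background, and the other genes rest on a bound. In the comparison of MWA with SPA, 24101 genes were well above background on at least 1 of the arrays. Of these, 1318 genes were at least 5-fold higher in MWA and 957 genes at least 5-fold lower, with 990 and 762 of them measured well above background on both arrays. Without the filter on dim probes, 287 genes were at least 5-fold higher in SPA than in SVC and 159 genes at least 5-fold lower, and with the normexp background correction 30 and 15 genes were. The median log2 ratio of all genes measured on both arrays was 0.05 for SPA over SVC and -0.08 for MWA over SPA. Among genes measured on both arrays, the largest increase from SVC to SPA was 60.3-fold in Cidec, which encodes a lipid droplet protein and whose probe lies on chromosome 6 from 113374693 to 113374752. Gpd1, with a log2 ratio of 4.00, and Trarg1 were also among the 10 largest increases, and the log2 ratio of Trarg1 was 2.19, under 5-fold, with the normexp background correction. The largest decreases from SVC to SPA were 17.8-fold in Ccl12, 15.4-fold in Vat1l and 14.9-fold in Cdh3. With the normexp background correction, the log2 ratio of Cdh3 was -2.25, which is under 5-fold. Among genes measured on both arrays, the largest increases from SPA to MWA were in the haemoglobin genes Hba-a2 and Hba-a1, by 1991-fold and 1906-fold, and the largest decreases were in Gm10639 and Gpnmb, which were 1313-fold and 824-fold lower in MWA.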

In the comparison between SVC and SPA and between SPA and MWA, we studied genes with more than five-fold differences in expression levels. 

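Table 1 of the paper lists 47 genes, 18 of which were at least 5-fold higher in SPA than in SVC on the arrays. Without the filter on dim probes, which moved this number most among the 8 alternatives fixed earlier, 30 of them were. Of the other genes under the main setting, 26 have a ratio under 5-fold, 13 of which are lower bounds, and 3 have no fold (Acvr1c, Robo2 and Hpca). For the 10 genes listed as specific for adipocytes, the median log2 ratio of SPA over SVC was 4.95. The paper chose the genes of its tables for their differences on these arrays, so their ratios are no separate check of the pattern. Adipoq, whose probe lies on chromosome 16 from 23157576 to 23157635, was not well above background in SVC and was at least 91.6-fold higher in SPA. Retn, on chromosome 8 from 3659757 to 3659816, was 38.5-fold higher in SPA, and Plin4, on chromosome 17 from 56240055 to 56240114, was 46.1-fold higher. Cfd was 52.6-fold, Rbp7 11.3-fold and Adrb3 at least 24.9-fold higher. Adig was 12.6-fold higher, but had a log2 ratio of 1.93, under 5-fold, with the normexp background correction. Plin1 was at least 57.9-fold higher at the brightest of its 3 probes. The median of its probes gave a log2 ratio of at least 2.32, a lower bound just short of 5-fold. The local background of that Plin1 spot in SPA was marked as outlying by Feature Extraction, and the log2 ratio without such spots, a setting chosen after seeing the data, was 1.76. Lep, on chromosome 6 from 29020910 to 29020969, was well above background on both arrays and differed by 1.19-fold. The 2 probes of Aqp7 disagreed, with 1.31-fold at the brighter probe and 17.1-fold, as plain values, at the other, which was not well above background in SVC. For the 15 genes listed as abundant in white adipose tissue, the median log2 ratio was 2.04, and 5 were at least 5-fold higher in SPA. Fabp4, on chromosome 3 from 10204452 to 10204511, was 7.22-fold higher. Igfbp5 was 8.66-fold, Thrsp at least 20.8-fold and Car3 59.3-fold higher, but the 3 probes of Car3 disagreed and their median gave a log2 ratio of 1.32. Cyp2e1 was 5.73-fold higher, with a log2 ratio of 1.38 after the normexp correction and 1.66 as the median of its probes. The SPA spots of Cfd, Car3 and Cyp2e1 carried the same mark for outlying local background as that of Plin1. Their local background was 33, 32.5 and 34 in SPA, against 34.5, 32 and 34 in SVC. That of Plin1 was 34 in SPA against 29.5 in SVC. Without such spots, Cfd was still called at least 5-fold higher, but Car3 and Cyp2e1 were not. Leaving out a marked spot moves these 4 genes to another of their probes, so these changes reflect the choice of probe. Lpl, read at the brightest of 6 probes on chromosome 8 from 71430267 to 71430326, was 2.49-fold higher, and 4.58-fold at the probe with the largest ratio. Lipe, Aox1 and Angptl4 were 4.16-fold, 4.23-fold and 4.07-fold higher. The lower bounds of Slc7a10, Pck1, Serpina3c and Rasd1 lay between 2.16-fold and 3.04-fold.

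**Figure D1:**
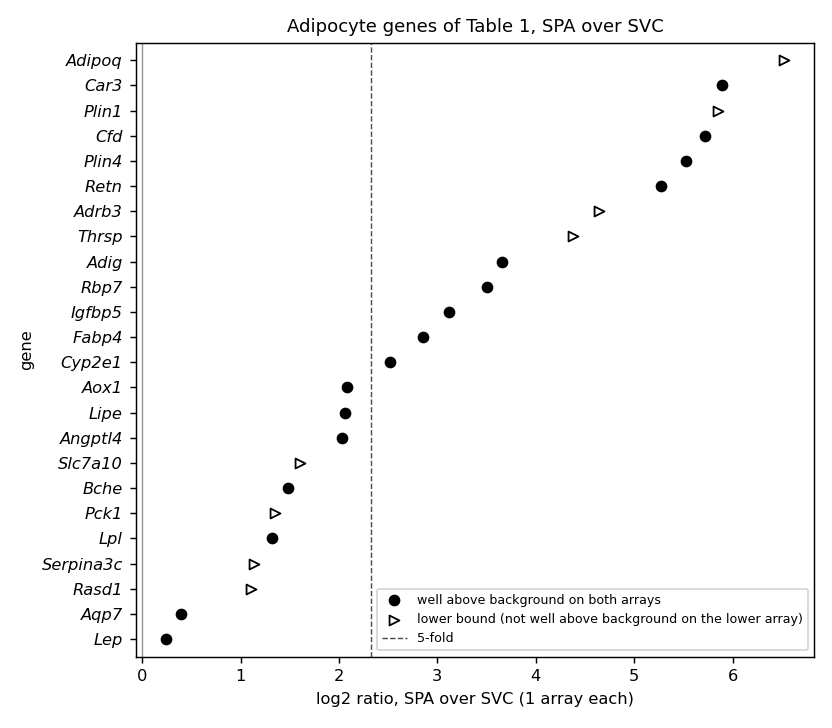
Log2 ratio of SPA over SVC for the 24 genes that Table 1 lists as specific for adipocytes or abundant in white adipose tissue and that have a ratio, from 1 array each; filled circles were well above background on both arrays and open triangles are lower bounds. The dashed line marks 5-fold, and Adipoq, Car3 and Plin1 lie farthest to its right while Aqp7 and Lep lie near 0.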

As shown in Table 1, several genes specific for adipocytes, including adiponectin (*Adipoq*), leptin (*Lep*), and resistin (*Retn*), and the expression levels of the genes abundantly expressed in adipocytes, including lipoprotein lipase (*Lpl*), and fatty acid binding protein 4 (*Fabp4*) were higher in SPA than in SVC. 

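Table 1 lists 22 genes as neuronal, Bche and Rasd1 among them, which it also lists as abundant in white adipose tissue. Of the 22, 20 were well above background in SPA, 10 in SVC and 12 in MWA. The 20 genes with a ratio were all higher in SPA than in SVC, with a median log2 ratio of 1.21, and 10 of these ratios are lower bounds. Ecel1, with a probe on chromosome 1 from 89044233 to 89044292, had a log2 ratio of 4.09. Sncg, on chromosome 14 from 35183497 to 35183556, was 7.05-fold higher in SPA. Slc6a15 and Pcdh17 were 4.91-fold and 4.55-fold higher, under the 5-fold limit. Htr1f, on chromosome 16 from 64924583 to 64924642, was well above background in SPA alone, so its ratio is at least 1.93-fold. Without the filter on dim probes, its log2 ratio was 3.18, over 5-fold. In all, 8 of the 22 genes were well above background in SPA alone. The spots of Olfr986, Cbln3, Tas2r118 and Olfr670 lie within rows 155 to 170 and columns 141 to 147 of the 384 rows and 164 columns of the array, and on the SPA array Feature Extraction marked the local background of all 4 as outlying. Around these 4 spots, within 8 columns and 16 rows, 50.7% to 66.4% of the spots that were not well above background in SVC were well above background in SPA. Around the other 18 neuronal genes this share had a median of 8.33%, and it was highest around Htr1f and Mroh8, at 21.7% and 21.4%.

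**Figure D2:**
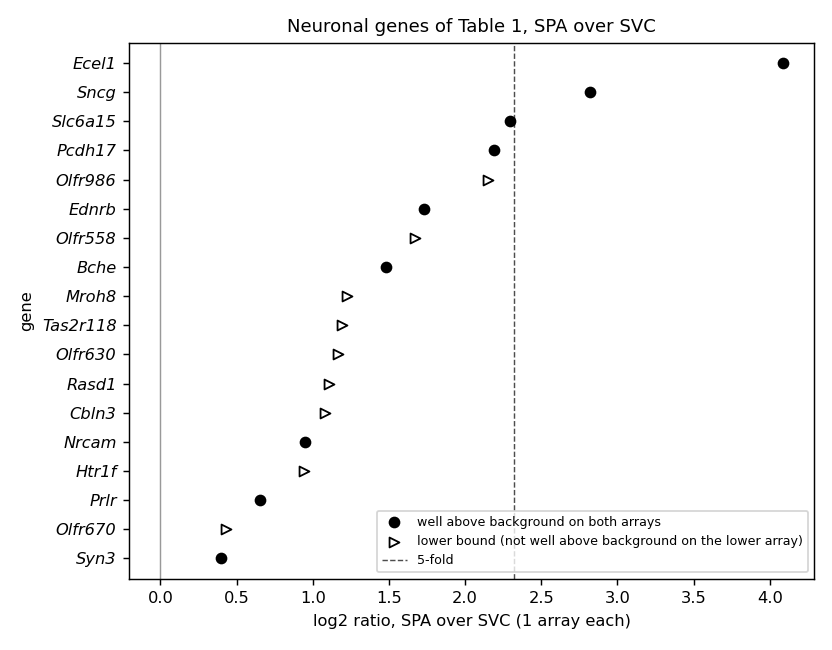
Log2 ratio of SPA over SVC for neuronal genes of Table 1 that have a ratio, from 1 array each; filled circles were well above background on both arrays and open triangles are lower bounds. Ecel1 and Sncg lie to the right of the dashed 5-fold line.

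**Figure D3:**
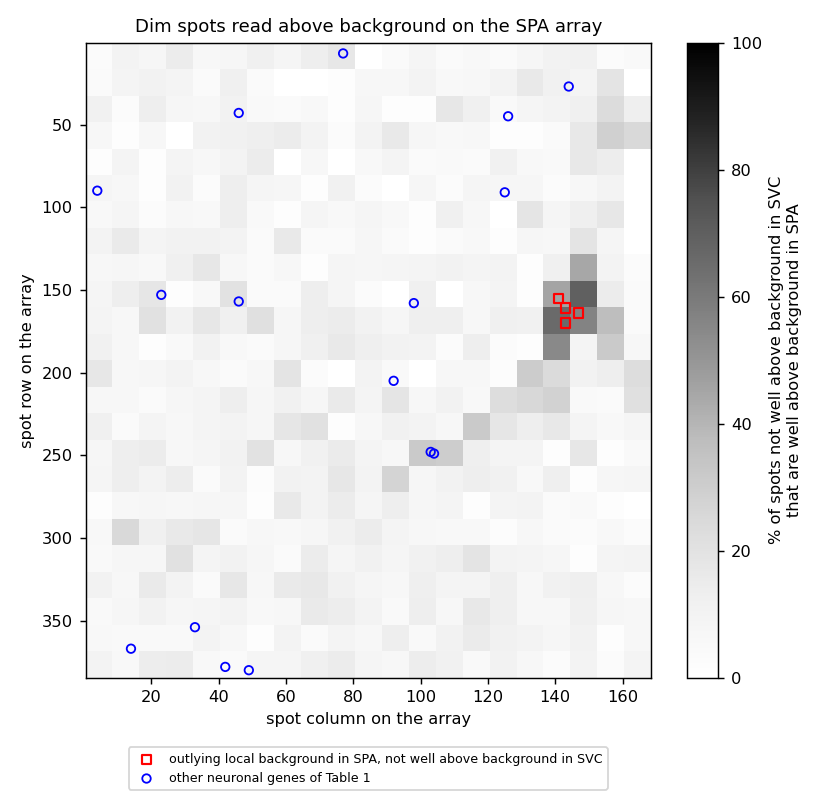
Map of the SPA array in blocks of 16 rows and 8 columns, shaded by the percentage of spots not well above background in SVC that were well above background in SPA. The 4 squares are Olfr986, Cbln3, Tas2r118 and Olfr670, on the darkest patch, and the circles are other neuronal genes of Table 1.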

Interestingly, neuronal genes, such as synuclein γ (*Sncg*), 5-hydroxytryptamine receptor 1F (*Htr1f*), gamma-aminobutyric acid type A receptor gamma 2 (*Gabrg2*), were abundantly expressed in SPA. In addition, expression levels of members of the prolactin family, prolactin family 2, subfamily c, member 3 (*Prl2c3: Plf*) and prolactin family 2, subfamily c, member 5 (*Prl2c5*) were elevated only in SPA. On the other hand, microarray revealed that numerous adipocyte-specific genes, such as *Reten*, *Adipoq*, *Plin1*, and *Plin4*, and genes abundantly expressed in white adipocyte, including *Klb*, *Lpl*, *Ppara*, *Fabp4*, and *Ppargc1a*, were more expressed in MWA than in SPA (Table 2). 

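The probe named Prl2c3 on the arrays spans chromosome 13 from 12885635 to 12889129 on the minus strand, 3495 bases of the genome for a probe of 60 bases. It is annotated to 3 RefSeq transcripts, 2 of which the reference gene table names Prl2c2 and Prl2c3. Its signal was 26.6-fold higher in SPA than in SVC, and it was not well above background in MWA, which places MWA at least 201-fold below SPA. The probe named Prl2c5, on chromosome 13 from 13283943 to 13284002 on the plus strand, is annotated to 4 transcripts, 3 of them named Prl2c2, Prl2c3 and Prl2c5. Its signal was 19.3-fold higher in SPA than in SVC, and MWA was at least 3247-fold below SPA. The local background of this spot was marked as outlying in SPA, where it was 33 against 31 in SVC. Because both probes are annotated to transcripts of several family members, their signals cannot be assigned to Prl2c3 or Prl2c5 alone. Both were also well above background in SVC, with log2 levels of -2.23 for Prl2c3 and 2.25 for Prl2c5 relative to the 75th percentile of the array. A further family member, Prl2c1, whose probe on chromosome 13 from 27948312 to 27948371 is annotated to 1 transcript, was 11.2-fold higher in SPA than in SVC and 61.4-fold lower in MWA than in SPA. Of the 73 genes that rose at least 5-fold from SVC to SPA, 30 were at least 5-fold lower in MWA than in SPA, these 3 among them.

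**Figure D4:**
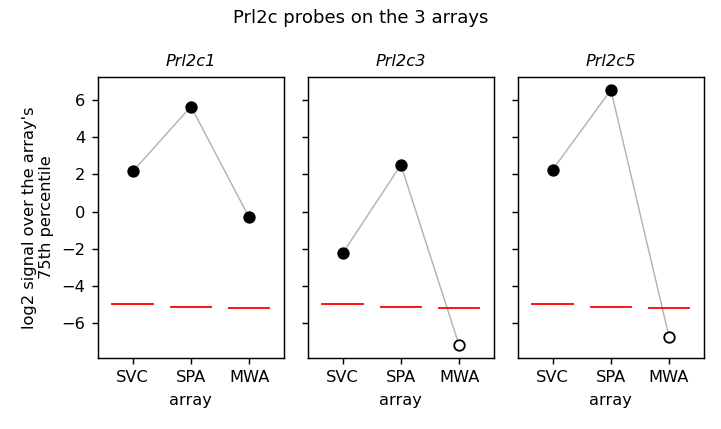
Log2 signal of the Prl2c1, Prl2c3 and Prl2c5 probes relative to the 75th percentile of each array, for 1 array each of SVC, SPA and MWA; open circles were not well above background and red lines mark the lowest signal well above background on the array. Each probe was brightest in SPA, with log2 levels of 5.63, 2.50 and 6.52.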

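Of the 46 genes of Table 2, 44 were at least 5-fold higher in MWA than in SPA, and 15 of the 46 ratios are lower bounds because the gene was not well above background in SPA. When only probes well above background on both arrays were used, the alternative that moved this number most, 30 genes passed 5-fold. This follows from the construction, since the 15 genes with a lower bound have no value there. The median log2 ratio of MWA over SPA was 5.70 for the 8 genes listed as specific for adipocytes and 5.01 for the 26 genes listed as abundant in white adipocytes. Among the former, Adipoq was 118-fold, Plin1 35.3-fold and Plin4 37.8-fold higher in MWA, and Retn had a log2 ratio of 6.74. Among the latter, Pck1 had the largest ratio of the genes measured on both arrays, at 1189-fold. Fabp4 was 19.8-fold and Ppara, whose probe lies on chromosome 15 from 85632110 to 85632169, 14.3-fold higher. Klb, on chromosome 5 from 65774926 to 65774985, and Ppargc1a, on chromosome 5 from 51848928 to 51848987, were not well above background in SPA and were at least 62.3-fold and at least 9.28-fold higher in MWA. With the normexp background correction, the log2 ratio of Ppargc1a was 1.21, under 5-fold. Lpl was 4.37-fold higher at its brightest probe. Its log2 ratio was 2.46, over 5-fold, at the probe with the largest ratio and 2.35 with quantile normalization, and it was 0.03, no change, as the median of its 6 probes.

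**Figure D5:**
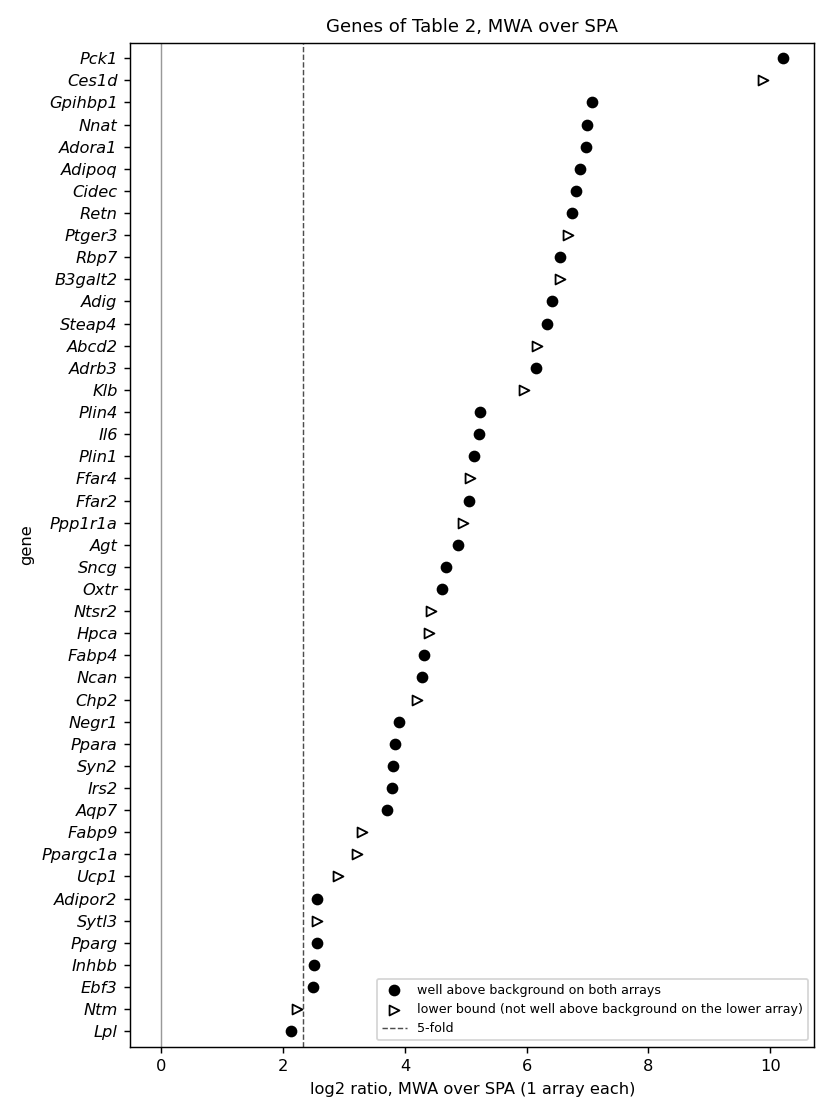
Log2 ratio of MWA over SPA for genes of Table 2, from 1 array each; filled circles were well above background on both arrays and open triangles are lower bounds. All but Ntm and Lpl lie to the right of the dashed 5-fold line.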

Several neuronal genes, such as *Adora1*, *Sncg*, and* Syn2*, were more abundantly expressed in MWA than in SPA. 

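Table 2 lists 12 genes as neuronal, and 11 of them were at least 5-fold higher in MWA than in SPA, with a median log2 ratio of 4.41. Adora1, whose probe lies on chromosome 1 from 136095833 to 136095892, was 126-fold higher at the brightest of its 3 probes, and the median of the 3 gave a log2 ratio of 2.01, under 5-fold. Sncg was 25.5-fold higher in MWA. Syn2, on chromosome 6 from 115226390 to 115226449, was 13.9-fold higher at its brightest probe. The log2 ratio of Syn2 was 0.44 as the median of its 3 probes and 2.12 with the normexp background correction, both under 5-fold. Nnat had a 128-fold higher signal in MWA. Ntm, not well above background in SPA, was at least 4.67-fold higher, and its log2 ratio without the filter on dim probes was 3.04.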

Many of the genes listed in Table 1 were also listed in Table 2 (shown in red in Table 2).

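The tables share 13 genes, and 12 of these were at least 5-fold higher in MWA than in SPA on the arrays. The exception was Lpl. Of all genes of Table 1, 24 were at least 5-fold higher in MWA than in SPA. These include 12 of the 34 genes of Table 1 that Table 2 does not list. Another 12 of those 34 genes were not well above background in MWA.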

**Table 1:** Genes five times more up-regulated in SPA compared with SVC determined by microarray.

Adipocyte-specific genes	*Retn*, *Adipoq*, *Adig*, *Cfd*, *Adrb3*, *Aqp7*, *Plin1*, *Plin4*, *Lep*, and *Rbp7*
Genes expressed in WAT abundantly	*Cyp2el*, *Car3*, *Slc7a10*, *Thrsp*, *Serpina3c*, *Bche*, *Igfbp5*, *Pck1*, *Rasd1*, *Fabp4*, *Acvr1c*, *Lpl*, *Lipe*, *Aox1*, and *Angptl4*
Neuronal genes	*Ecel1*, *Prlr*, *Olfr558*, *Ednrb*, *Olfr986*, *Olfr630*, *Mroh8*, *Htr1f*, *Cbln3*, *Rasd1*, *Sncg*, *Syn3*, *Snca*, *Robo2*, *Tas2r118*, *Olfr670*, *Bche*, *Gabrg2*, *Slc6a15*, *Pcdh17*, *Hpca*, and *Nrcam*
Prolactin family-genes	*Prl2c3 (Plf)* and *Prl2c5*

**Table 2:** Genes five times more up-regulated in MWA compared with SPA determined by microarray.

Adipocyte-specific genes	*Retn*, *Adipoq*, *Adig*, *Plin4*, *Plin1*, *Adrb3*, *Aqp7*, and *Pparg*
Genes expressed in WAT abundantly	*Pck1*, *Ces1d*, *B3galt2*, *Pp1r1a*, *Gpihbp1*, *C1dec*, *Abcd2*, *Rbp7*, *Steap4*, *Chp2*, *Klb*, *Ffar4*, *Il6*, *Fabp9*, *Ffar2*, *Ucp1*, *Agt*, *Fabp4*, *Ptger3*, *Ppara*, *Ppargc1a*, *Irs2*, *Adipor2*, *Inhbb*, *Ebf3*, and *Lpl*
Neuronal genes	*Atp1a2*, *Nnat*, *Adora1*, *Ntsr2*, *Sncg*, *Hpca*, *Oxtr*, *Ncan*, *Negr1*, *Syn2*, *Ntm*, and *Sytl3*

We confirmed the expression levels of adipocyte genes and neuronal genes listed in both Tables 1 and 2 in SVC, SPA, and MWA with real-time PCR. 

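On the arrays, the level of Pparg, read at a probe on chromosome 6 from 115440213 to 115440272, rose from 1.49 in SVC to 3.02 in SPA and 5.58 in MWA, as log2 relative to the 75th percentile of each array. The rise was 2.90-fold from SVC to SPA and 5.88-fold from SPA to MWA. This probe is annotated to several Pparg transcripts, so Pparg2 was not read alone. Adipoq was not well above background in SVC, and its level was 1.56 in SPA and 8.44 in MWA. Lep had levels of -1.36, -1.12 and 0.97 in SVC, SPA and MWA, with a 4.23-fold rise from SPA to MWA. Retn rose from -3.61 in SVC to 1.66 in SPA and 8.39 in MWA. Plin1 was not well above background in SVC, with 0.96 in SPA and 6.10 in MWA, and Plin4 rose from -2.38 to 3.14 and 8.38.

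**Figure D6:**
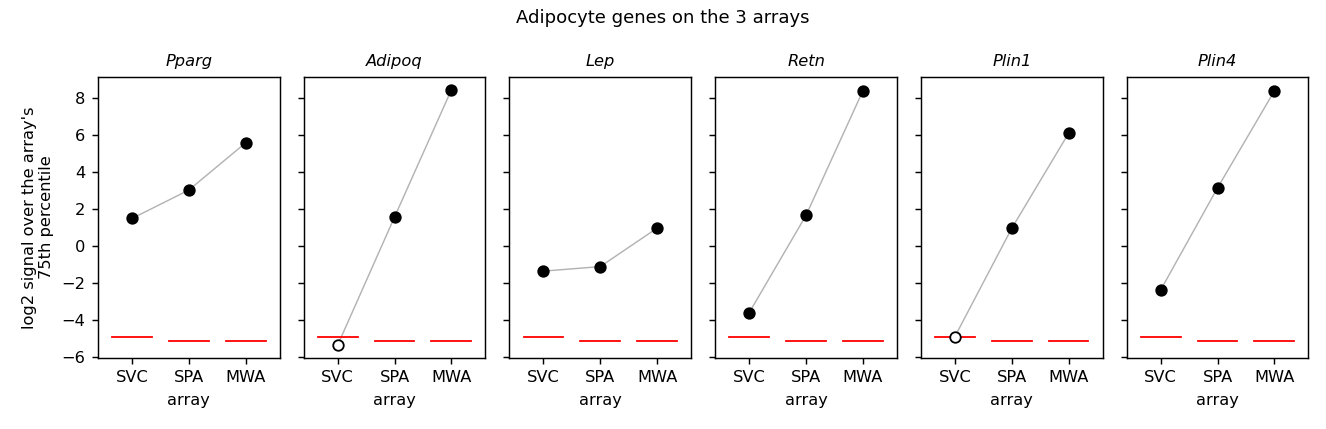
Log2 signal of Pparg, Adipoq, Lep, Retn, Plin1 and Plin4 relative to the 75th percentile of each array, for 1 array each of SVC, SPA and MWA; open circles were not well above background and red lines mark the lowest signal well above background on the array. The signal of each gene was highest in MWA, and that of Lep differed least between SVC and SPA.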

As expected from the results of microarray comparing among SVC, SPA, and MWA, mRNA levels of adipocyte-specific or related genes, *Pparg2*, *Adipoq*, *Lep*, *Retn*, *Plin1*, and* Plin4*, were increased in the order of SVC < SPA << MWA (Fig. 2A, B, C, D, E and F). Other important adipocyte genes, such as *Fabp4*, *Adrb3*, *Klb* and* Aqp7*, showed the same expression pattern as these genes (Fig. 2G, H, I and J). The expression levels of genes involved in triglyceride synthesis, *Srebp1* and *Fas*, were SVC = SPA < MWA (Fig. 2K and L). 

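The array level of Sncg was -0.02 in SVC, 2.80 in SPA and 7.48 in MWA, as log2 relative to the 75th percentile of each array. The lowest level of any probe well above background was -4.95 in SVC, -5.14 in SPA and -5.15 in MWA, and Sncg was well above background on all 3 arrays.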

Neuronal gene, *Sncg* and *Gabrg2* were increased in the order of SVC < SPA < MWA as shown by microarray (Fig. 2M and N). In contrast, *Plf* was predominantly expressed in SPA (Fig. 2O). Next, we evaluated the expression levels of progenitor cell markers. Markers of adipocyte progenitor, *Dlk1*, *Pdgfra* and *Pdgfrb*, were expressed in SPA, as well as in SVC (Fig. 2P, Q and R).* Ly6c1* and *CD9*, regarded as markers of fibro-inflammatory phenotype in the stromal vascular fraction (Marcelin *et al*. 2017, Hepler *et al*. 2018), were less abundantly expressed in SPA than in SVC (Fig. 2S and T). No significant differences in the expression levels of markers of brown adipocyte progenitors, *Zic1* and *Myf5*, were detected between SVC, SPA, and MWA (Fig. 2U and V). Since the expression levels of these genes in SVC, SPA, and MWA were very low compared with those in BAT, they were not considered meaningful. However, markers of beige cell progenitors, *Cd137* and* Tbx1*, were expressed predominantly in SPA (Fig. 2W and X). These results suggested that SPA may have properties of beige cell progenitors.

Immuno-cytochemical studies showed that cultured SPA express SNCG (Fig. 3A) and PLF (Fig. 3B). Since the obtained images showed morphological diversity of SPA, we further analyzed this with FCM using antibodies against cell surface antigens. As shown in Fig. 3D, AQP7^+^, ADRB3^+^ clusters were detected (red spots) as well as AQP7^-^, ADRB3^+^ (green spots) clusters in fraction D cells (SVC + SPA), compared with the negative control (Fig. 3C). AQP7^+^, ADRB3^+^ cells were widely distributed throughout the examined cells (Fig. 3E). Moreover, with respect to cell diameter, these cells did not show any particular distribution among the examined cells (Fig. 3F). Very few AQP7^+^, ADRB3^+^ cells or AQP7^-^, ADRB3^+^ cells were detected in either the epididymal or inguinal fraction C (SVC) (Supplementary Fig. 2B and D), whereas similar percentages of AQP7^+^, ADRB3^+^ cells and AQP7^-^, ADRB3^+^ cells were detected in epididymal and inguinal fraction B (SPA) (Supplementary Fig. 2C and E) compared with negative control (Supplementary Fig. 2A and F). These results supported the morphological diversity of SPA. The diameter of SPA determined by FCM was 3–18 µm, which coincided with the value measured under the microscope (Supplementary Fig. 2G).

Immuno-histochemical studies in adipose tissues supported the results that SNCG were expressed in mature white adipocytes and non-mature white adipocytes expressing adiponectin (Fig. 3G). In contrast, PLF was expressed only in adiponectin-labeled non-mature white adipocytes, that is, SPA in adipose tissue (Fig. 3H).

Next, we compared the characteristics of epididymal SPA with inguinal SPA. Statistically significant differences in gene expression levels were not detected in adipocyte or neuronal genes (Fig. 3I, J, K, L and M). Expression levels of *Pdgfra*, *Tbx*1, and *Plf* , but not *Cd137*, were greater in inguinal SPA than epididymal SPA (Fig. 3N, O, P and Q). In addition, *Ly61c* and *Cd9*, but not *Pdgfrb*, were more abundantly expressed in inguinal SPA than epididymal SPA (Fig. 3R, S and T). The expression level of *Wt1* was markedly suppressed in inguinal SPA compared with epididymal SPA (Fig. 3U). Immuno-histological examination showed the number of PLF-positive cells to be higher in inguinal adipose tissue than in epididymal tissue, with both decreasing with weeks of age (Supplementary Fig. 2H and I). These results suggested that the approximate number of SPA in epididymal fat did not differ from that in inguinal fat.

### Ability of SPA to differentiate into adipocytes

To determine whether SPA are adipose progenitor cells, SPA were cultured in DMEM containing 10 µM pioglitazone, 100 nM insulin, 1 mM dexamethasone or the adipogenic differentiation medium containing insulin (200 nM)/dexamethasone (1 µM)/IBMX (0.5 mM) for 5 days. A few lipid droplets were seen in SPA cultured in DMEM as a control. Indeed, the differentiation medium induced conversion of SPA to lipid-laden cells (Fig. 4A). Treatment with dexamethasone and pioglitazone alone increased the number of lipid-laden cells in SPA, but not in SVC. Stimulation with differentiation medium plus pioglitazone resulted in maximal differentiation in both SPA and SVC (Fig. 4A and B). Lipid accumulation was particularly observed in clusters of small cells (Supplementary Fig. 3A). This finding suggested that the cell population shown in Supplementary Fig. 1C differentiates more easily into lipid-laden cells. Expression levels of* Pparg2* and *Adipoq* were increased by the induction of differentiation with the differentiation medium in both SPA and SVC (Fig. 4C and D). A significant increase in *Sncg* was detected only in SPA (Fig. 4E).

Incubation with differentiation medium resulted in fewer lipid-laden cells in inguinal SPA than epididymal SPA (Fig. 4F and G), whereas the percentage of lipid-laden cells was lower in differentiated epididymal fraction D than differentiated inguinal fraction D. This reversal may have been observed because the number of SPA was larger in inguinal adipose tissue than in epididymal adipose tissue as shown in Supplementary Fig. 2I. However, no differences were detected in the expression levels of* Pparg2*, *Adipoq*, or *Sncg* between the differentiated inguinal SPA and differentiated epididymal SPA (Fig. 4H, I and J). These results indicated that, although epididymal SPA might differentiate more easily into adipocytes than inguinal SPA, the difference is slight.

Time-course study revealed that the expression of *Plf* in SPA was significantly increased on day 3 after the induction of differentiation, whereas it was never increased in the differentiation process in SVC (Fig. 4K). As a result, both SPA and SVC could differentiate into adipocytes; however, SVC differentiated without ever becoming SPA. Immuno-cytochemical study confirmed expression of PLF in both SPA and differentiated SPA (D-SPA), but not in SVC or differentiated SVC (D-SVC) (Supplementary Fig. 3B). Moreover, PLF was more abundantly detected in D-SPA than in SPA when observed under the same conditions. Therefore, the increased expression levels of *Plf* mRNA in D-SPA shown in Fig. 4K were considered to be due to elevated PLF expression in D-SPA.

In addition, we evaluated the ability of SVC and SPA to differentiate into osteoblasts. SVC and SPA were incubated with RPMI/10% FBS containing an osteogenic cocktail of L-ascorbic acid, hydrocortisone acid, and β-glycerophosphoric acid (Takara Bio). The medium was changed every 4 days. After the treatment for osteogenic induction for 15 days, cells were stained with alkaline phosphatase using the TRACP & ALP double-stain kit (Takara Bio). SVC, but not SPA, differentiated into alkaline phosphatase-positive osteoblast like cells (Fig. 4L). These results indicated that SPA lose multipotency compared with SVC, suggesting that SPA may be cells in the stage of intermediate differentiation.

Mouse age did not affect the ability of SPA to differentiate into adipocytes as assessed by both lipid-laden cells (Supplementary Fig. 3C) and expression levels of adipocyte-specific genes, *Pparg2* and *Adipoq* (Supplementary Fig. 3D and E).

### Characterization of differentiated SPA

Next, we studied the ability of SPA and SVC to differentiate into beige cells. Real-time PCR showed that the mRNA level of *Ucp1* was increased after the adipogenic differentiation in SPA, but not in SVC (Fig. 5A). Genes involved in heat production, *Pgc1a*, *Ppara*, and* Adrb3*, were up-regulated in SPA during differentiation (Fig. 5B, C and D), although the levels were low compared with those in BAT. Immuno-cytochemical study revealed that UCP1 was expressed in D-SPA (Supplementary Fig. 4A). The expression of UCP1 protein in D-SPA, but not in SPA, was confirmed by immunoblot analysis (Supplementary Fig. 4B and C). The results showed that PLF was expressed in D-SPA, but not in mature white adipocytes as shown in Fig. 3B, clearly indicating that D-SPA differ from mature white adipocytes.

Since beige cells were induced by β3-adrenergic receptor agonist (CL316243), we studied whether stimulation with CL316243 would lead to differentiation of cultured SPA into beige cells. Although treatment with CL316243 alone did not cause morphological change or gene expression, pretreatment with pioglitazone and additional treatment with CL316243 (Fig. 5E) generated cell clusters in SPA (Supplementary Fig. 4D). PLF was detected in the UCP1-positive cells (Fig. 5F). The expression level of *Ucp1* mRNA was increased by the treatment with pioglitazone and further enhanced by the addition of CL316243 to SPA (Fig. 5G). Treatment of SPA with pioglitazone and CL316423 up-regulated *Ucp1* expression level more markedly than treatment with insulin/dexamethasone/IBMX. These results suggested that additional treatment with CL316243 promoted differentiation into beige-like cells in SPA. In contrast, the increased expression level of *Adipoq* by pioglitazone was suppressed by CL316243 in SPA (Fig. 5H), while that of *Plf* was not affected (Fig. 5I). Although incubation with pioglitazone reduced incorporation of EdU, CL316243 did not affect the incorporation of EdU (Fig. 5J). The potency of SPA to differentiate into beige cells was decreased at the age of 20 weeks (Supplementary Fig. 4E).

Next, we assessed the ability of SVC and SPA derived from inguinal and epididymal fat to differentiate into beige cells. Treatment with pioglitazone and CL316243 resulted in the formation of packed cell clusters in inguinal SVC and SPA as well as epididymal SPA, but not epididymal SVC (Fig. 5K). Expression levels of *Ucp1* mRNA in differentiated inguinal SVC and SPA markedly exceeded that of differentiated epididymal SPA (Fig. 5L). These results indicated that SVC and SPA derived from inguinal fat were more capable of differentiating into beige-like cells than SPA from epididymal fat. Increased expression of *Plf* with differentiation was comparable between epididymal and inguinal SPA (Fig. 5M). Expression of *Wt1* decreased to about half in both epididymal SPA and SVC by differentiation (Fig. 5N).

### Expression of PLF in beige cells

To confirm these results, beige-like cells were generated by pharmacological stimulation of β3-adrenergic receptor *in vivo*. Cells with apparent characteristics of beige cells were detected in inguinal and epididymal fat after the daily intraperitoneal injection of CL316243 for 7 days. Clusters of multilocular cells, characteristic of beige cells, were frequently observed in the inguinal fat, while small clusters were also observed in the epididymal fat isolated from CL316243-treated mice (Fig. 6A). Expression of *Ucp1* mRNA increased in both inguinal and epididymal fat immediately after the CL316243 injection, but the increase in the former was greater. The increased *Ucp1* mRNA level was still present 1 week after the injection in inguinal, but not epididymal, fat (Fig. 6B). Conversely, *Plf* mRNA levels were increased similarly after the injection of CL316243 in epididymal and inguinal fat (Fig. 6C). These results were supported by the measurement of protein levels of UCP1 and PLF (Supplementary Fig. 4F, G and H). Immuno-histochemical study demonstrated that UCP1 was expressed in both epididymal and inguinal fat immediately after the CL316243 injection, although the expression pattern was different (Fig. 6D). In inguinal fat, the expression of PLF and UCP1 did not always coincide, whereas PLF was detected consistently with UCP1 in epididymal fat. These results suggested that epididymal beige cells might be derived from PLF-positive SPA, with inguinal beige cells derived from PLF-positive SPA and PLF-negative SVC.

## Discussion

We previously identified SPA as a novel population of cells expressing both adipocyte-specific genes and proliferative activity in adipose tissue (Kajita *et al.* 2013). In this study, we focused on the characteristics of SPA. First, we attempted to isolate SPA from other non-adipocyte cells (SVC). We found that inverted ceiling culture, as shown in Supplementary Fig. 1B, yielded SPA-like cells. Then, we tried to collect these sedimentary cells by centrifugation. As expected, almost all of the cells cultured in fraction B were positive for adiponectin. A time-lapse study showed cell division in these cells. Moreover, incorporation of EdU was detected in the adiponectin-positive cells, allowing us to conclude that the cells in fraction B consist of SPA.

Next, we investigated the gene expression of SPA as compared with that of SVC and MWA. A microarray was performed between SVC and SPA and between SPA and MWA to determine the general trend, and then quantitative analysis was performed by real-time PCR. A microarray analysis revealed that the expression levels of adipocyte-specific genes, such as *Adipoq*, *Lep*, *Retn*, and those expressed abundantly in adipocytes, including *Lpl* and *Fabp4*, were increased in SPA as compared with in SVC. Several of these genes were also more abundantly expressed in MWA than in SPA. Data obtained by real-time PCR confirmed that levels of genes characteristically expressed in adipocytes were increased in SPA and even more so in MWA. These results suggest that SPA may be intermediate cells in the course of adipogenesis.

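On the arrays, 32 genes were at least 5-fold higher in SPA than in SVC and again at least 5-fold higher in MWA than in SPA, and 14 of these are genes of Table 1. Among the 32, 16 genes appear in neither Table 1 nor Table 2, including Trarg1, Slc2a4, G0s2 and Pnpla3, which were 16.2-fold, 38.1-fold, 7.39-fold and 99.3-fold higher in MWA than in SPA. These 4 were picked after their values were seen. Of the other genes that rose from SVC to SPA, 11 changed less than 5-fold between SPA and MWA. The paper reasons from the array that adipocyte-specific genes and genes abundant in adipocytes were higher in SPA than in SVC, and that several were higher again in MWA. From the real-time PCR in Fig. 2, it adds that genes characteristic of adipocytes rose in SPA and rose further in MWA. From these results, the paper proposes that SPA may be intermediate cells in adipogenesis.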

We measured the expression of genes considered to be markers of APC. In this way we were able to document that the APC markers, *Dlk1*, *Pdgfra* and *Pdgfrb*, were expressed in SVC and SPA as well. These results suggested that SPA may make up one type of APC. Expression levels of *Ly6c1* and *Cd9*, markers of fibro-inflammatory progenitors (Marcelin *et al*. 2017, Hepler *et al*. 2018), in SPA were lower than in SVC. As a result, SPA was expected to be differentiated into white adipocytes. In addition, markers of beige cell progenitors, *Cd137* and *Tbx1* (Seal *et al.* 2008, de Jong *et al.* 2015), were more markedly expressed in SPA than in SVC. These results suggested that SPA may also be a progenitor of beige cells.

The existence of SPA was also proved by FCM. SPA, which were detected as AQP7^+^, ADRB3^+^ cells, displayed a morphologically wide distribution. Very few AQP7^+^, ADRB3^+^ and AQP7^-^, ADRB3^+^ cells were detected in both epididymal and inguinal fraction C (SVC), whereas they were observed to the same extent in epididymal and inguinal fraction B (SPA). Since the shape of SPA varied greatly under microscopic observation, the results of FCM shown in Fig. 3E and F confirmed the morphological heterogeneity of SPA. Our data showed that expression of adipocyte-specific genes and proliferative activity were independent of their morphology. However, the presence of AQP7^+^, ADRB3^-^ cells revealed that SPA are not homogenous in terms of gene expression. Moreover, as shown in Supplementary Fig. 3A, cell clusters formed by small round cells more easily differentiate into lipid-laden cells, suggesting the functional heterogeneity of the corresponding cell morphology.

The percentages of AQP7^+^, ADRB3^+^ and AQP7^-^, ADRB3^+^ cells in fraction B shown in Supplementary Fig. 2F did not agree with the results from microscopic observation that 85–95% cells in fraction B were positive for adiponectin and leptin. This may be due to a problem with FCM sensitivity due to weak SPA antigen signals. Furthermore, as shown in Supplementary Fig. 1C, small cells forming clusters, which were equipped with the characteristics of SPA, were often detected in SPA. However, in FCM, these cells are excluded before measurement or not correctly evaluated as individual cells. The discrepancy between FCM and microscopic observation might be explained by these causes.

In this study, treatment with the differentiation medium promoted adipogenic differentiation in both SVC and SPA. Furthermore, SPA, but not SVC, were shown to differentiate into lipid-laden cells expressing adipocyte-specific genes when treated with pioglitazone. SPA were thus considered to be more sensitive to these agents than APC in SVC. These results might be attributable to the lower amounts of the fibro-inflammatory progenitor markers *Ly6cl* and *Cd9* expressed in SPA compared with SVC (Marcelin *et al*. 2017, Hepler *et al*. 2018). The fact that D-SPA possessed lipid droplets and expressed increased levels of adipocyte-specific genes indicated that they were closer to white adipocytes in the differentiation stage than SPA. However, expression of PLF indicates that D-SPA are different from mature white adipocytes. These findings together indicate that D-SPA are still in the stage of mature white adipocyte progenitors. In addition, the absence of increased mRNA of *Plf* expression during SVC differentiation implied that SPA and SVC follow different pathways to differentiation.

Since* Cd137* and *Tbx1*, markers of beige cells, were abundantly expressed in SPA, we examined the possibility that SPA might be a progenitor of beige cells. We found that *Ucp1* and other genes related to heat production, *Pgc1a*, *Ppara* and *Adrb3*, were up-regulated during adipogenic differentiation. Then, we determined whether or not treatment with a β3-adrenergic receptor agonist promoted browning of SPA and demonstrated that pioglitazone and CL316243, in tandem, converted SPA into cell clusters resembling beige cells.

Next, we studied the gene expression and ability of epididymal and inguinal SPA to differentiate into lipid-laden cells and beige cells. There were no differences between epididymal and inguinal SPA in the expression levels of adipocyte genes and neuronal genes. *Plf* was greatly expressed in inguinal SPA compared with epididymal ones. Several progenitor markers, *Pdgfra*, *Tbx1*, *Ly6c1* and *Cd9*, were more abundantly expressed in inguinal SPA than in epididymal ones, whereas *Wt1*, a marker of visceral adipocytes (Chau *et al*. 2014), was markedly expressed in epididymal SPA. In comparing the differentiation potential of epididymal and inguinal SPA into lipid-laden cells, the former was better when evaluated by fat accumulation, while there was no difference when evaluated by expression of adipocyte genes. Therefore, we concluded that epididymal SPA are slightly more capable of differentiation into white adipocyte than inguinal SPA. This may be related to the fact that *Ly6c1* and *Cd9* were less expressed in epididymal SPA. On the other hand, differentiation capacity into beige-like cells was greater in inguinal SPA than in epididymal ones. The fact that *Tbx1*, a marker of beige cell progenitor, was greatly expressed in inguinal SPA may explain this difference.

We confirmed that PLF was expressed abundantly in CL316243-induced beige cells in epididymal fat. However, a quantitative study by real-time PCR and immunoblot showed that the relation between UCP1 and PLF differed between epididymal and inguinal fat. The expression level of UCP1 was higher in inguinal than in epididymal fat, whereas PLF was expressed equally in both tissues immediately after the injection of CL316243. An immuno-histochemical study showed that the expression of UCP1 and PLF was consistent in epididymal, but not inguinal, fat. In inguinal fat, cells expressing UCP1, but not PLF, were observed. These results suggest that both SPA and SVC might be precursors of beige cells in inguinal fat, while only SPA might be the source of beige cells in epididymal fat. This contention is supported by the results shown in Fig. 5L and M.

Our results indicated that epididymal and inguinal SPA expressed both *Pdgfrq* and *Pdgfrb*. A recent study indicated that PDGFRα signaling generates beige cells, while PDGFRβ generates white adipocytes (Gao *et al.* 2018). Interestingly, Lee *et al*. reported that PDGFRα^+^ cells exhibited the ability to differentiate into both white adipocytes and beige cells (Lee *et al*. 2012). They also demonstrated that PDGFRα^+^ cells showed proliferating activity and expression of the adipocyte-specific gene, *Plin1*. On the other hand, Hepler *et al.* demonstrated that cell cluster characterized by LY6C^-^ CD9^-^ PDGFRβ^+^ in stromal vascular cells expressed genes typically characteristic of mature adipocytes, such as *Adipoq*, *Retn*, and *Adrb3*. We are not yet able to speculate about the role of PDGFR signals in SPA, and further research will be required to define it.

Most of the experiments in this study were performed using mice at 10 weeks of age. The percentage of PLF-positive cells, which were regarded as SPA, decreased at 20 weeks of age. Age did not affect the ability of SPA to differentiate into white adipocytes, although the potency to differentiate into beige cells decreased at 20 weeks of age. These results suggested that the ability to produce new white adipocytes and beige cells declines with age.

Taken together, the role of SPA in adipogenesis is shown in Fig. 6E. Since Wt1 is regarded as a marker of visceral adipocyte, progenitors derived from mesothelium, epididymal (visceral) SPA are considered to have a different origin from that of inguinal (s.c.) SPA. A recent study identified PRX1 as a marker of s.c. adipose progenitor (Krueger *et al*. 2014, Sanchez-Gurmaches *et al*. 2015). On the other hand, PDGFRα, PDGFRβ, and DLK1 are expressed in both adipose progenitors (Hudak *et al*. 2014, Lee *et al*. 2015, Vishvanath *et al.* 2015, Gulyaeva *et al*. 2018). In the same way, PLF is considered as a common marker of SPA in s.c. and visceral fat.

The result shown in Fig. 4K indicated that SPA and APC in SVC differentiate into white adipocytes and beige cells in parallel. The significance of the differentiation of the two pathways into visceral and s.c. adipocytes, respectively, needs to be elucidated. Moreover, it was documented that SPA are heterogeneous and that inguinal SPA abundantly expressed beige cell marker (Tbx1) compared with epididymal SPA. Whether the SPA in s.c. adipose tissue and visceral adipose tissue are uniform as a progenitor for white adipocytes and beige cells, or they contain different progenitors for each cell types, is an issue for future consideration.

## Conclusion

Our research demonstrated that SPA express several adipocyte-specific genes, neuronal genes, and genes for the prolactin family including PLF. SPA differentiate into lipid-laden cells when stimulated with the adipogenic differentiation medium containing insulin/dexamethasone/IBMX. Since D-SPA express UCP1 and PLF, which are also detected in beige cells, but not in mature white adipocytes, SPA, especially s.c. SPA, are considered to be progenitors of beige cells.

## Supplementary Material

Supplementary Methods

Suppl. Table 1 Utilized antibody list.

Suppl. Table 2 Oligonucleotide primers designed based on sequences from the GenBank database.

Suppl. Fig. 1 (A) Ceiling culture (upper panel) and cultured cells (lower panel). Floating cells isolated from five C57/BL mice were applied. Cultured cells were treated with BrdU (10 μM) for 12 h. Incorporated BrdU was visualized using anti-BrdU antibody. (B) Reverse ceiling culture (upper panel) and cultured cells (lower panel). (C) Image of small round cells forming cell clusters around linear cells observed in fraction B. (D) Immuno-cytochemistry of SPA by enzymatic method. (E) Time-lapse image of cultured cells obtained in Fraction B (SPA). Interval: 1 hr. Arrows represent proliferating cells. (F) Growth analysis of cells in fraction B and SVC: Cells in fraction B (red) and SVC (black) were seeded on 96 well plate. Numbers of nuclei stained by DAPI were counted

Suppl. Fig. 2 (A-E) Flow cytogram of AQP7+; ADRB3+ cells in negative control (A), epididymal SVC (B), epididymal SPA (C), inguinal SVC (D) and inguinal SPA (E). (F) Percentage of AQP7-; ADRB3- cells (white), AQP7+; ADRB3- cells (blue), AQP7+; ADRB3+ cells (black) and AQP7-; ADRB3+ cells (red) were shown (n=4) (G) Measurement of SPA and MWA cell diameters under a microscope. Red: PLF, Blue: DAPI, White letters and green letters represent SPA and MWA cell diameter, respectively. (E) Expression of PLF in epididymal and inguinal adipose tissue. (I) Percentage of PLF-positive cells/total cells in epididymal adipose tissue (open) and inguinal (solid) isolated from mice of 5 weeks, 10 weeks and 20 weeks of age. PLF-positive cells were determined as number of nuclei (blue) surrounded by PLF (red) and total cells as number of nuclei (n=3).

Suppl. Fig. 3 (A) Typical image displaying clustered round cells that were easily differentiated into lipid-laden cells. (B) Expression of PLF in SPA, SVC, differentiated SPA (D-SPA) and differentiated SVC (D-SVC) (C) Lipid-laden cells in adipogenic differentiated epididymal SPA isolated from mice of 5 weeks, 10 weeks and 20 weeks of age. (D, E) Expression of Pparg2 (D) and Adipoq (E) mRNA in adipogenic differentiated epididymal SVC (open) and SPA (solid) isolated from mice of 5 weeks, 10 weeks and 20 weeks of age (n=3).

Suppl. Fig. 4 (A) Expression of UCP1 in SPA, SVC, differentiated SPA (D-SPA) and differentiated SVC (D-SVC) (B, C) Protein levels of UCP1 in SPA, D-SPA and brown adipose tissue (BAT) were evaluated by immunoblot analysis. Typical immunoblots (B) and quantified results (C) are shown. Each value shows the average of the relative protein levels (D-SPA as 1) of UCP1 (n=3). (D) Image of SPA treated with or without CL316243 and pioglitazone (E) Expression of Ucp1 mRNA in epididymal SVC (open) and SPA (solid) isolated from mice of 5 weeks, 10 weeks and 20 weeks of age treated with CL316243 and pioglitazone (n=3) (F-H) Results of typical immunoblot analysis. Relative quantified values of UCP1 (G) and PLF (H) in epididymal (open) and inguinal fat (solid) are shown (CL in epididymal fat as 1, n=3)

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Funding

This work was supported in part by the joint research program of the Institute for Molecular and Cellular Regulation, Gunma University.

## Author contribution statement

K Taguchi, K Kajita, Y Kitada, M Fuwa, and T Kajita performed the experiments. K Kajita, T Ishizuka, I Kojima, and H Morita designed the experiments. T Kajita and T Asano analyzed the data. K Taguchi and K Kajita wrote the manuscript.

# Supplementary material for: Role of small proliferative adipocytes: possible beige cell progenitors
**Source:** J Endocrinol. 2020 Jan 28;245(1):65–78. doi: 10.1530/JOE-19-0503
**Supplement:** Suppl. Table 1 Utilized antibody list.

**Suppl. Table 1 Utilized antibody list.**

| <b>Peptide/protein target</b> | <b>Manufacturer, catalog #, and/or name of individual providing the antibody</b> | <b>Species raised in; monoclonal or polyclonal</b> | <b>Dilution used</b> |
|-------------------------------|----------------------------------------------------------------------------------|----------------------------------------------------|----------------------|
| Adiponectin                   | Santa Cruz Biotech (sc-56)                                                       | goat polyclonal                                    | 50 (IHC)             |
| Leptin                        | Santa Cruz Biotech (sc-9014)                                                     | rabbit polyclonal                                  | 50 (IHC), 150 (WB)   |
| Proliferin                    | Santa Cruz Biotech (sc-271891)                                                   | mouse monoclonal                                   | 50 (IHC)             |
| Aquaporin 7                   | Santa Cruz Biotech (sc-376407)                                                   | mouse monoclonal                                   | 10 (FCM)             |
| GABA receptor gamma 2         | Bioss (bs-4112R)                                                                 | rabbit polyclonal                                  | 150 (IHC), 300 (WB)  |
| Synuclein                     | Novusbio (R-058-100)                                                             | rabbit polyclonal                                  | 200 (IHC), 500 (WB)  |
| Uncoupling Protein 1          | Bioss (bs-1925R)                                                                 | rabbit polyclonal                                  | 100 (IHC), 500 (WB)  |
| Wilms Tumor 1                 | Santa Cruz Biotech (sc-393498)                                                   | mouse monoclonal                                   | 50 (IHC), 200 (WB)   |
| Adrenergic receptor 3         | Abcam (ab14713)                                                                  | rabbit polyclonal                                  | 20 (FCM)             |
| beta-actin                    | Santa Cruz Biotech (sc-47778)                                                    | Mouse monoclonal                                   | 150 (WB)             |

# Supplementary material for: Role of small proliferative adipocytes: possible beige cell progenitors
**Source:** J Endocrinol. 2020 Jan 28;245(1):65–78. doi: 10.1530/JOE-19-0503
**Supplement:** Suppl. Table 2 Oligonucleotide primers designed based on sequences from the GenBank database.

Suppl. Table 2 Oligonucleotide primers designed based on sequences from the GenBank database.

|               | Forward                  | Reverse                  |
|---------------|--------------------------|--------------------------|
| <i>Pparg2</i> | GCATCAGGCTTCCACTATGGA    | AAGGCACTTCTGAAACCGACA    |
| <i>Cebpa</i>  | CAGCTTACAACAGGCCAGGTTTC  | GCTGGCGACATACAGTACACACAA |
| <i>Adipq</i>  | AAGGACAAGGCCGTTCTCT      | TATGGGTAGTTGCAGTCAGTTGG  |
| <i>Lep</i>    | ACCTGTCTACTCATGCCAGCACTC | CTGGTCCTGCAGCCTGTTTG     |
| <i>Aqp7</i>   | GAACAGTGAGAAAAAGACCG     | CCAGACAATCCAGAGTTCAT     |
| <i>Reten</i>  | AAGGCGGAGTTGGCATAGC      | ACGAATGTCCCACGAGCC       |
| <i>Adrb3</i>  | TGCGCACCTTAGGTCTCATTAT   | AAGGCGGAGTTGGCATAGC      |
| <i>Klb</i>    | TGTTCTGCTGCGAGCTGTTAC    | CCGGACTCACGTACTGTTTTT    |
| <i>Fas</i>    | AGATCCTGGAACGAGAACACGAT  | CAAGTCCAGGAGTGACACGTCTC  |
| <i>Grm7</i>   | CAGTGACAGGCCCAA          | TCCATGGGATGGAACAGGTTAGA  |
| <i>Gabrg2</i> | CAGCTTACAACAGGCCAGGTTTC  | GGGGCCTTGAAGGAAAACATC    |
| <i>Sncg</i>   | CAACACAGTGGCCAACAAGA     | GGGGTTCCAAGTCCTCCTT      |
| <i>Plf2</i>   | CCATGTGTGCAATGAGGAATG    | TGCCGGCTAATTCAAATGTG     |
| <i>Gapdh</i>  | GGCATTGTGGAAGGGCTCAT     | GACACATTGGGGGTAGGAACA    |
| <i>Pgc1a</i>  | AAACTTGCTAGCGGTCCTCA     | TGTTGACAAATGCTCTTC       |
| <i>Ucp1</i>   | GCCTTCAGATCCAAGGTGAA     | TAAGCCGGCTGAGATCTTGT     |
| <i>Ppara</i>  | CCATGTGTGCAATGAGGAATG    | TGCCGGCTAATTCAAATGTG     |
| <i>Dlk1</i>   | TCTGCGAGGCTGACAATGTCTGC  | CCTTGTGCTGGCAGTCCTTTCC   |
| <i>Pdgfra</i> | ACACTTTGACCGTCCCAAG      | AAGGTGGGCTCAATCTCGAC     |
| <i>Wt1</i>    | TTGGTCCGCCATCACAACAT     | ATGCAGTCAATCAGGTGTGCT    |
| <i>Plin1</i>  | CTGTCTGAGACTGAGGTGGC     | TCAGGGAGGTCTCCATCCAG     |
| <i>Plin4</i>  | TCCTGCCCCCTCATCTAAAG     | TTAGTTCCGACAAGGGCCGA     |
| <i>Pdgfrb</i> | CTACAATGCCATCAAGAGGG     | AACTCCTCATCTACCTGCTG     |
| <i>Myf5</i>   | CCACCTCCAAGTCTCTGA       | GCTGTCAAAGCTGCTGTTCTT    |
| <i>Zic1</i>   | AACCTCAAGATCCACAAAAGGA   | CCTCGAACTCGCACTTGAA      |
| <i>Cd137</i>  | CTGTGCTTAAGACCGGGACC     | CTGGGAGAGAAGCTCACCAC     |
| <i>Tbx1</i>   | CGAATGTTCCCCACGTTCCA     | GTCTACTCGGCCAGGTGTAG     |
| <i>Ly6c1</i>  | ACTGTGCCTGCAACCTTTGTCT   | GGCCACAAGAAGAATGAGCAC    |
| <i>Cd9</i>    | TGCAGTGCTTGCTATTGGAC     | GGCGAATATCACCAAGAGGA     |

How the deposited data were processed for this re-analysis (not part of the article)

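Gene expression was measured in SVC, SPA and MWA of mouse epididymal fat with 1 Agilent 1-colour microarray each, 3 arrays in all on 1 slide and in 1 scan. Samples were grouped by their records and by the fractions that the paper defines, and each group holds 1 sample. For each spot, the authors deposited the intensity written by Agilent Feature Extraction 10.7.3.1, as the processed signal after background subtraction and detrending within the array, together with the raw signal and the local background. Control spots and spots marked as outliers were left out, which were 75 spots in SVC, 98 in SPA and 129 in MWA. The authors also deposited, for each spot, a ratio of the processed signal to 1 constant per array, and these values depart from such a constant times the processed signal by a relative 1.37e-06 at most. The paper names GeneSpring GX and a 5-fold rule, and its text does not name the normalization, the filter or the rule for genes with several probes.

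The processed signal at the 75th percentile was 430 in SVC, 439 in SPA and 366 in MWA, and each array was scaled to that percentile over the spots that are not controls, on the log2 scale. Spots of 1 probe were averaged. A gene was read at its probe with the highest mean level over the 3 arrays, which gave 37324 genes from 56602 probes. A gene passed where the brighter array was well above background and the fold, or its lower bound, was at least 5. The lowest processed signal of a probe well above background, which sets the bound, was 13.9 in SVC, 12.5 in SPA and 10.3 in MWA. The signal over local background limits what can be read of dim genes, and no interval can be given from 1 array. No test was run and no p-value is given, because each condition has 1 array. The local background was marked as outlying for 3.21% of the spots in SVC, 5.01% in SPA and 1.85% in MWA.

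Gene names are those of the arrays unless the accession of a probe was found in the reference gene table of the GRCm38.p6 assembly, without version numbers. Of 56605 probes with a name, 32994 had an accession there, 1535 of them under another name, and 0 genes named by the paper changed their name. The table was used for names only, and positions are those of the array annotation in mm9. The 122 genes named by rule were every gene in Table 1, Table 2, Fig. 2 and the text on the microarray, every gene of the Prl2c family on the arrays, and, of the genes measured on both arrays of a comparison, the 10 with the largest ratio in each direction. Other genes are named only where the text says that they were picked afterwards or where they are members of a gene list, and results for some of the named genes are not reported here.

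The conditions, the main setting, the rule for named genes, 8 alternative settings and 13 gene lists were fixed before the data were examined. The lists hold genes typical of macrophages, lymphocytes, endothelial cells, fibroblasts, mesothelial cells, smooth muscle cells and pericytes, Schwann cells, neurons, erythrocytes and epididymal epithelium, genes of the cell cycle, thermogenic genes and adipocyte genes outside the tables of the paper. The median log2 ratio of a list was set beside its percentile among 10000 random lists of the same size, drawn from 20 bins of mean level, as a description of these arrays. The alternatives were the normexp background correction with an offset of 50, quantile normalization, the 75th percentile over probes well above background on all arrays, the deposited ratios, no filter on dim probes, only probes well above background on both arrays, the median of the probes of a gene, and the probe with the largest ratio in the direction asked. Another 2 settings were added after seeing the data, which were no filter together with any probe of a gene, and leaving out spots with outlying local background.

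The reading of ratios was tested on simulated data for SPA over SVC with 37325 genes, 200 of which were changed 8-fold. Of 100 raised genes 100 were called higher, of 100 lowered genes 81 were called lower, and 0 unchanged genes were called. All simulated arrays were made from the SVC signal with small added noise. The changed genes were drawn from those well above background in SVC, and all probes of a gene changed alike. Genes absent from SVC, raised local background, disagreeing probes and differences between cultures were therefore not tested. The median absolute log2 ratio was 2.98 over the 176 changed genes measured on both arrays. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for the normexp correction, were used. The real-time PCR, flow cytometry, imaging and animal data of the paper were not analysed here.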

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

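The tests of values at the background of the SPA array, of the number of mesothelial cells and of blood were chosen only after the result was seen. The paper describes genes that were higher in SPA than in SVC. In the opposite direction, 80 genes were at least 5-fold lower in SPA, a direction that Table 1 does not list. Of these the paper names Dlk1 (log2 ratio -2.33), as a progenitor marker measured by real-time PCR. Dlk1 only just passed, at 5.03-fold lower, and had a log2 ratio of -1.13 at the other of its 2 probes. Its ratio of SPA over SVC was 0.301 as the median of its probes and 0.332 with the normexp background correction, both under 5-fold. Values at the background of the SPA array are argued against, since 66 of the 80 genes were well above background on both arrays. The normexp background correction, which shrinks the ratios of dim probes, kept 15 of the 80. The 10 largest decreases among genes measured on both arrays include Ccl12 (log2 ratio -4.15), Vat1l (-3.94), Cdh3 (-3.90), Cnn1 (-3.75), Crb2 (-3.32), Gdf6 (-3.31), Gabra4 (-3.29) and C1qa (-3.19). Gabra4 had a log2 ratio of 0.16 at its other probe, so its decrease rests on 1 of 2 probes. C1qb and C1qc fell by 2.48 and 2.81 with C1qa, but the macrophage list, of 12 genes, had a median of -0.30 (percentile 0.1 of matched random lists), with Lyz2 at 0.07 and Cd68 at 0.88, so macrophage genes did not move together. A difference between SPA and SVC themselves stays open, and with 1 culture of each it was not tested.

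The mesothelial list, genes of the cells that line the surface of the fat pad, had a median log2 ratio of SPA over SVC of -2.56 (percentile 0). The paper gives no array result for these genes. It discusses 1 of them, Wt1, which it compares between epididymal and inguinal SPA. By real-time PCR it also measures Wt1 in SPA and SVC of both depots, before and after differentiation. On the arrays Wt1 had the smallest decrease, -0.90. All 11 genes of the list were lower in SPA, between -3.02 and -0.90, and 8 were at least 5-fold lower. The median was -2.03 with the normexp background correction. Over the 8 settings fixed earlier it lay between -2.60 and -2.03. Fewer mesothelial cells in the SPA culture than in the SVC culture cannot be told apart from lower expression of these genes in the same number of cells. Either would lower all 11 genes, and that they were lower is the observation itself, so it decides nothing. Between MWA and SPA the median of the list was -0.03 (percentile 63.5), with Upk3b and Msln higher in MWA by 3.22 and 2.98.

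The erythrocyte list of 5 genes had a median log2 ratio of MWA over SPA of at least 9.18 (percentile 100), and the paper does not discuss these genes. Of the 5 ratios, 3 are lower bounds, that of the median among them. Hba-a1 and Hba-a2 were higher in MWA by 10.90 and 10.96. The lowest of the 5 ratios was that of Alas2, at least 6.02. Blood in the MWA sample cannot be told apart from other sources of the difference, because the ratios of the list are the observation itself. SVC and SPA were cultured and MWA is not described as cultured, the sample titles give MWA another date, and whether culture removed blood cells from the other samples was not tested. Between SPA and SVC the 2 genes of the list with a ratio had a median of 0.18 (percentile 68.7).

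Prl2c1, which the paper does not name, had a log2 ratio of SPA over SVC of 3.48. For the family, signal shared between paralogs is a candidate explanation of why Prl2c3 and Prl2c5 rose together. It needs their probes to give about the same ratio or to match several transcripts, and the ratios differed by 0.46 while both probes are annotated to transcripts of several family members. The Prl2c1 probe is annotated to 1 transcript, so its rise is not accounted for by that annotation. Binding of other family transcripts to it was not tested. A rise of the family in SPA stays open as a biological explanation, and it was not tested.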

How the results depend on the processing

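The settings of no filter together with any probe of a gene, and of spots with outlying local background left out, were chosen only after the result was seen. No paired analysis was possible because each group has 1 array and no test was run. The titles of the SVC and SPA samples share a number, which gives a single pair. The results are 7 counts of genes, 223 log2 ratios of named genes and 40 list medians. Under the 8 settings fixed earlier, 49 of 56 counts stayed within 1.5 times the main count, 1637 ratios of genes kept their direction and their side of 5-fold, and 298 medians kept their direction. Of the other gene ratios, 36 fell under 5-fold, 34 passed it, 5 changed sign without being called, and 1 reversed, and 21 medians reversed. With the added settings, 9 counts, 387 gene ratios and 75 medians were the same, 31 ratios passed 5-fold, 5 fell under it and 7 changed sign without being called.

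The normexp background correction gave 30 genes at least 5-fold higher in SPA than in SVC, 15 genes at least 5-fold lower in SPA than in SVC, 762 genes at least 5-fold higher in MWA than in SPA and 459 genes at least 5-fold lower in MWA than in SPA. The share of higher calls for SPA over SVC was 66.7%, against 47.7%. The offset of 50 added to every signal shrinks the ratios of dim probes. With this setting, the median log2 ratio of the list Table 1 neuronal, MWA over SPA, became 0.0688 (main setting -0.44). The median log2 ratio of the list Schwann cell, MWA over SPA, became 0.19 (main setting -0.03). The median log2 ratio of the list macrophage, MWA over SPA, became -0.0436 (main setting 0.03), and that of the mesothelial list became 0.0437 (main setting -0.03). Without the filter on dim probes, 287 genes were at least 5-fold higher in SPA than in SVC and 159 lower, 30 genes of Table 1 passed, and the share of higher calls was 64.3%. This follows from the construction, since probes with a bound then enter at their plain signal, and all 73 and 80 genes of the main setting were kept. The Schwann cell list for MWA over SPA became 0.0876, and the erythrocyte list for SPA over SVC -0.22 (main setting 0.18). With no filter on dim probes and any probe of a gene, the counts in the same order were 349, 214, 2069 and 1801, and 37 genes of Table 1 passed. Medians that reversed were then 0.0343 for the Table 1 neuronal genes and 0.0989 for the Schwann cell list, both MWA over SPA. For SPA over SVC they were -0.22 for the erythrocyte list and 0.23 for the smooth muscle and pericyte list (main setting -0.03). Cd9, MWA over SPA, went from -2.65 to 0.0047, and Gabra4, SPA over SVC, from -3.29 to 0.16. With only probes well above background on both arrays, the medians of MWA over SPA became 1.14 for the neuronal genes of Table 1, 0.19 for the Schwann cell list, -0.39 for the macrophage list and -0.29 for the neuron list (main setting 0.67). Fewer genes enter there, since 167 gene ratios and 39 medians have a value. The median over the probes of a gene gave 0.0395 for the Schwann cell list, and the median log2 ratio of the list neuron, MWA over SPA, became -0.0180. It gave -0.11 for the lymphocyte list, SPA over SVC (main setting 0.14). For the epididymal epithelium list it gave 0.71 for SPA over SVC (main setting -0.29) and -0.38 for MWA over SPA (main setting 0.37). With any probe of a gene, the medians became 0.0843 for the Schwann cell list, MWA over SPA, and for SPA over SVC 0.0771 for the neuron list (main setting -0.17) and 0.20 for the smooth muscle and pericyte list. Gabra4 was then at 0.16.

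Quantile normalization moved the Schwann cell list for MWA over SPA to 0.36, and the 75th percentile over detected probes moved it to 0.0490 and the mesothelial list to 0.0458. The authors' ratios reversed none of the results. The scaling settings left 68 to 71 of the 73 genes higher in SPA than in SVC and all of the 80 lower genes, and the median of all genes stayed between 0.00 and 0.05 for SPA over SVC and between -0.08 and -0.01 for MWA over SPA. Leaving out spots with outlying local background kept 64 of the 73 and 76 of the 80 genes, and the median of the neuronal genes of Table 1 for MWA over SPA became 0.51. Apart from the background offset and the filters, the cause was not tested. The signal over local background limits the ratios of genes near background, which enter as bounds. Its median over the spots well above background was 9.86 in SVC, 8.79 in SPA and 7.89 in MWA, which leaves out those genes.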

Differences from the paper's values

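No tests were run on these differences, and the setting of no filter together with any probe of a gene was chosen only after the result was seen. The values of the paper are real-time PCR levels of SPA over SVC read by eye from Fig. 2, an assay on samples other than the arrays. Age may differ too, since the records give 20 weeks for the arrays and the paper used 10 weeks in most experiments. The paper reports that PLF-positive cells and the potency to form beige cells were lower at 20 weeks. Of the 24 genes in Fig. 2, 21 have a ratio on the arrays, and 15 of them differ by more than 1.5 times.

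For Plin1, the paper's value is about 3.8 in Fig. 2E, read by eye, and the array gave at least 57.9-fold. The median of the probes of Plin1, a setting fixed earlier, gave at least 4.99-fold and does not differ. The other settings with a value do. For Adrb3, the paper's value is about 11 in Fig. 2H, read by eye, and the array gave at least 24.9-fold. The median of its probes, at least 6.58-fold, and the normexp background correction, at least 5.87-fold, do not differ, and the others do. For Aqp7, the paper's value is about 9.2 in Fig. 2J, read by eye, and the array gave 1.31-fold. As lower bounds, the normexp background correction (a log2 ratio of at least 0.68) and any probe of Aqp7 (at least 3.92-fold) do not differ, and the others do. For Plf, the paper's value is about 12 in Fig. 2O, read by eye, and the array gave 26.6-fold for Prl2c3. The normexp correction gave 16.2-fold and does not differ, and the others do.

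For the next genes, every setting fixed before the data were examined that gives a value differs from the paper. Only probes well above background on both arrays gave no value for Adipoq, Plin1, Adrb3 and Tbx1. The paper's values, read by eye, are about 6.4 in Fig. 2A for Pparg2, about 10 in Fig. 2B for Adipoq, about 7.8 in Fig. 2C for Lep, about 5.4 in Fig. 2D for Retn and about 4.2 in Fig. 2F for Plin4. The array gave 2.90-fold for Pparg, at least 91.6-fold for Adipoq, 1.19-fold for Lep, 38.5-fold for Retn and 46.1-fold for Plin4. For Sncg, the paper's value is about 12 in Fig. 2M, read by eye, and the array gave 7.05-fold. The paper's values are about 2.2 in Fig. 2P for Dlk1, about 0.24 in Fig. 2S for Ly6c1, about 0.28 in Fig. 2T for Cd9, about 32 in Fig. 2W for Cd137 and about 6.2 in Fig. 2X for Tbx1, read by eye. The array ratios were 0.199 for Dlk1, 1.40 for Ly6c1, 1.81 for Cd9, 1.34 for Tnfrsf9, the gene of Cd137, and at most 0.382 for Tbx1.

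The paper lists 47 genes in Table 1 as higher in SPA than in SVC by its 5-fold rule, and 18 passed 5-fold on the arrays. Among the settings fixed earlier, no filter on dim probes came closest, with 30. The added setting of no filter and any probe of a gene, chosen after seeing the values, called 37. In Table 2, 44 of 46 genes passed 5-fold from SPA to MWA. Lpl did not, at 4.37-fold, and passed with quantile normalization (log2 ratio 2.35) and with any probe of the gene (2.46), while the median of its probes gave a log2 ratio of 0.03. Ntm did not either, at least 4.67-fold, and passed without the filter on dim probes (log2 ratio 3.04). No setting that was run called 10 of the genes of Table 1, which are Lep and Lpl, both also named in the paper's text, and Acvr1c, Lipe, Aox1, Angptl4, Slc6a15, Pcdh17, Hpca and Nrcam.

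The paper describes Htr1f as abundantly expressed in SPA. It was well above background in SPA, at a log2 level of -4.01 relative to the 75th percentile of the array. In Table 1 the paper lists Htr1f as passing 5-fold, which the arrays gave without the filter on dim probes (log2 ratio 3.18). By real-time PCR, the paper finds Tbx1 and Cd137 predominantly in SPA. On the arrays, Tbx1 was well above background in SVC alone, and the log2 ratio of Tnfrsf9 was 0.42 for SPA over SVC and -0.26 for MWA over SPA. Tnfrsf9 was dim, with log2 levels of -4.02 in SVC and -3.60 in SPA.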

Other observations

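The tests of the patch on the SPA array, of a 4-fold limit, of culture and of chromosome 13 were chosen only after the result was seen. A fixed share of MWA RNA in the SPA sample was weighed against the rise of adipocyte genes from SVC to SPA. As unchanged RNA of the MWA array, it was argued against by 16 genes that were bright in MWA (log2 level of at least 4) and not well above background in SVC. These genes were taken by level and were not limited to adipocyte genes. Their level in SPA as a share of the level in MWA had a median of 0.352% and spread 13.6-fold between the 10th and 90th percentile, from 0.0944% to 1.28%, where a fixed share would give about 1 value. Of these genes, 3 were not well above background in SPA, so their shares rest on signals near background and can widen the spread. SPA was cultured and MWA is not described as cultured. Whether MWA carried into the SPA culture changed their expression there was not tested, and the spread does not argue against that. Among named genes, the share was nearly the same for Adipoq (0.849%), Cidec (0.895%) and Retn (0.938%), and for Cfd (2.25%), Plin4 (2.65%) and Plin1 (2.83%), but it was 0.0841% for Pck1 and 4.00% for Car3. A small share of MWA RNA under part of the signal is not excluded by this spread. The adipocyte list outside the tables, of 14 genes, had a median log2 ratio of 1.01 for SPA over SVC (percentile 100) and 5.19 for MWA over SPA (percentile 100).

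For the neuronal genes of Table 1, values at the background of the arrays cannot be told apart from a rise in SPA for the list as a whole. In SPA 20 of the 22 genes were well above background, but the paper chose them as higher in SPA, which favours that. In SVC 10 were, 10 of the 20 ratios are bounds, and the median log2 ratio fell from 1.21 to 0.50 with the normexp background correction. Part of these signals may come from a patch of raised local background on the SPA array. Of 310 spots that were well above background in SPA but not in SVC, with a plain ratio of at least 5-fold, 48.1% carried the mark for outlying local background, against 5.01% of all spots. In the mirror set, 128 spots well above background in SVC but not in SPA, the mark on the SVC array was found on 2.34%, against 3.21% of all spots. Around Olfr986, Cbln3, Tas2r118 and Olfr670, a median of 59.8% of neighbouring spots not well above background in SVC were well above background in SPA. Over the array, in the 503 blocks of 16 rows and 8 columns that hold 20 or more such spots, this share had a median of 8.33%, and 12 blocks were over 30%. The patch bears on at least these 4 of the 22 genes. Htr1f and Mroh8 lie in another of the 12 blocks, at 31.8%, though the local background of their spots was not marked as outlying. Ecel1 and Sncg lie in none of the 12 blocks.

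Nerve or Schwann cells in the SPA culture cannot be told apart from a rise within the SPA themselves. The Schwann cell list had a median log2 ratio of SPA over SVC of 0.38 (percentile 96.9) with members going both ways, as Ngfr, S100b and Sox10 were at 1.83, 1.42 and 1.35, and Mbp at -0.27. The neuron list had a median of -0.17 (percentile 8.2), and 7 of its genes have a ratio. For MWA over SPA the medians were -0.03 for the Schwann cell list and 0.67 for the neuron list.

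The genes of Table 1 under 5-fold were set against a limit of 4-fold on plain values, read at any probe of a gene and without the filter on dim probes. On that reading, chosen after seeing the data, 37 of the 47 genes were at least 5-fold higher in SPA, 8 were between 4-fold and 5-fold, and 2 (Lep and Hpca) were under 4-fold. A limit of 4-fold on plain values was thought of from these values, so it cannot be told apart from other readings of the table, which were not tested.

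Genes of the cell cycle had a median log2 ratio of -0.68 for SPA over SVC (percentile 0), and 14 of 15 were lower in SPA. For MWA over SPA the median was -2.95 (percentile 0), and culture of the SPA and not of the MWA cannot be told apart from cell type here, because no culture is described for MWA.

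Of the genes at least 5-fold higher in SPA than in SVC, 30 were at least 5-fold lower in MWA than in SPA. On chromosome 13 lie 8 of them (26.7%), while 3.98% of all genes well above background in SPA do, and 7 (23.3%) lie on chromosome 9, against 5.29%. An extra copy of chromosome 13 in the SPA culture is argued against by the median log2 ratio of SPA over SVC of all its measured genes, 0.0160, which ranks 19 among 20 chromosomes. On chromosome 13, 4 of the 8 genes (Serpinb1b, Serpinb9e, Serpinb9f and Serpinb9g) lie between 33185999 and 33587728, and Prl2c3 and Prl2c5 lie between 12885635 and 13284002. On chromosome 9, 5 of the 7 lie between 78116774 and 78178915, Gsta2 and Gm10639 among them. The SPA over SVC ratios were 8.47-fold for Gsta2 and 8.19-fold for Gm10639, and at least 23.4-fold for Serpinb9f. These genes were picked after their values were seen. Neighbouring members of a gene family can share probe signal, which was not tested for the Serpinb and Gsta genes.

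None of the genes of the lists is in the tables of the paper, apart from 3 thermogenic genes. For SPA over SVC, the endothelial list had a median of 0.34 (percentile 99), the fibroblast list at -1.02 (percentile 0), the lymphocyte list at 0.14 (percentile 59.1), and the smooth muscle and pericyte list at -0.03 (percentile 26.8). The thermogenic list was at 0.45 (percentile 99), and Ucp1 was not well above background in SVC or SPA. For the epididymal epithelium list, 1 of 10 genes has a ratio, -0.29 (percentile 17.2). For MWA over SPA, the medians were 3.19 for the endothelial, 1.00 for the fibroblast, 0.75 for the lymphocyte, 0.81 for the smooth muscle and pericyte, 1.58 for the thermogenic, 0.37 for the epididymal epithelium and 0.03 for the macrophage list.

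Some genes that the paper measured by real-time PCR in Fig. 2 also have array values. The log2 ratios of SPA over SVC were 0.26 for Srebf1, -0.10 for Fasn, -0.47 for Pdgfra and -0.03 for Pdgfrb, and those of MWA over SPA were 2.23, 3.98, -2.05 and -1.42. Myf5 and Zic1 were not well above background on any of the 3 arrays. In the primer table of the supplement, some primers are given for more than 1 of the 29 genes. Both primers of Plf2 are also those of Ppara, and the reverse primer of Adrb3 is also the forward primer of Reten. Whether the table or the primers differ from those used was not tested.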
